# Taz protects hematopoietic stem cells from an aging-dependent decrease in PU.1 activity

**DOI:** 10.1038/s41467-022-32970-1

**Published:** 2022-09-03

**Authors:** Kyung Mok Kim, Anna Mura-Meszaros, Marie Tollot, Murali Shyam Krishnan, Marco Gründl, Laura Neubert, Marco Groth, Alejo Rodriguez-Fraticelli, Arthur Flohr Svendsen, Stefano Campaner, Nico Andreas, Thomas Kamradt, Steve Hoffmann, Fernando D. Camargo, Florian H. Heidel, Leonid V. Bystrykh, Gerald de Haan, Björn von Eyss

**Keywords:** Haematopoietic stem cells, Transcription

## Abstract

Specific functions of the immune system are essential to protect us from infections caused by pathogens such as viruses and bacteria. However, as we age, the immune system shows a functional decline that can be attributed in large part to age-associated defects in hematopoietic stem cells (HSCs)—the cells at the apex of the immune cell hierarchy. Here, we find that the Hippo pathway coactivator TAZ is potently induced in old HSCs and protects these cells from functional decline. We identify *Clca3a1* as a TAZ-induced gene that allows us to trace TAZ activity in vivo. Using CLCA3A1 as a marker, we can isolate “young-like” HSCs from old mice. Mechanistically, Taz acts as coactivator of PU.1 and to some extent counteracts the gradual loss of PU.1 expression during HSC aging. Our work thus uncovers an essential role for Taz in a previously undescribed fail-safe mechanism in aging HSCs.

## Abstract (web summary)

Immune system function declines with age, a consequence of defects in hematopoietic stem cells (HSCs). Here the authors show that TAZ buffers age-related loss of PU.1 activity to maintain HSC functionality and identify the surface protein Clca3a1 as a marker of “young-like” HSCs, even in old mice.

## Introduction

During aging, hematopoietic stem cells (HSCs) undergo a continuous loss of function accompanied by a reduced regenerative potential^1–3^. Another salient feature of hematopoiesis in the elderly is the decreased production of lymphoid cells, which may contribute to the impaired ability of old individuals to overcome infections and produce an efficient immune response after vaccination^4^. There is ample evidence that these deficiencies are to a large extent due to defects in the hematopoietic stem and progenitor cell (HSPC) compartment. Paradoxically, aging leads to an increased number of immunophenotypic HSCs that exhibit a myeloid bias and poorly reconstitute the blood system after transplantation.

Multiple cell-intrinsic defects contribute to the inferior fitness of old HSC (oHSC), such as altered polarity^5^, decreased autophagy^6^ or epigenomic changes^7^ but the oHSC niche also negatively influences their functionality^8^.

YAP and TAZ are homologous transcriptional coactivators whose activity is restrained by the Hippo signaling pathway^9^. When this pathway is switched off, YAP/TAZ can enter the nucleus and induce gene transcription, mainly by interacting with transcription factors (TFs) of the TEAD family^10^.

Even though altered YAP/TAZ activity can be found in pathological conditions such as cancer^11^, recent studies investigating their physiological role^12^ showed that they are essential to induce regeneration in various tissues, e.g., intestine or liver^13^. YAP/TAZ can reprogram cells ex vivo and in vivo toward a more primitive state which may allow them to better cope with stress during tissue damage^14,15^. *Yap1* or *Wwtr1* (gene encoding TAZ) deletion under homeostatic conditions often leads to a weak or no phenotype^14^, similar to when they are deleted in young HSCs (yHSCs)^16^. However, when cells are confronted with molecular damages, YAP/TAZ are urgently needed to induce a regenerative response^14^.

Given their striking role in regeneration, we sought to investigate whether YAP/TAZ are required to cope with cellular stress and declining regenerative potential in aging HSCs. Here we show that the Hippo pathway coactivator TAZ is highly induced in old HSCs and is critical to maintain a certain level of functionality of these cells. We show that the TAZ-induced gene *Clca3a1* is a proxy for TAZ activity in vivo and can be used to isolate “young-like” HSCs from old mice. In addition, we provide evidence that TAZ acts as coactivator of the hematopoietic transcription factor PU.1 that counterbalances the age-related loss of PU.1 activity in old HSC. With this work, we bring to light an essential and previously undescribed role for TAZ in a fail-safe mechanism preserving HSC function during aging.

## Results

### TAZ is potently induced in oHSCs

To investigate the role of *Yap1* and *Taz* (*Wwtr1*) in aging HSPCs, we analyzed their expression in LK (Lin^neg^ Sca-1^neg^ c-Kit^pos^) and LSK (Lin^neg^ Sca-1^pos^ c-Kit^pos^) cells from young and old mice (for exemplary flow cytometry profiles see Supplementary Fig. 1). *Wwtr1* mRNA as well as the Taz Protein were both strikingly induced in old LSK (oLSK), whereas *Yap1* expression remained unchanged (Fig. 1a–c).

**Fig. 1:**
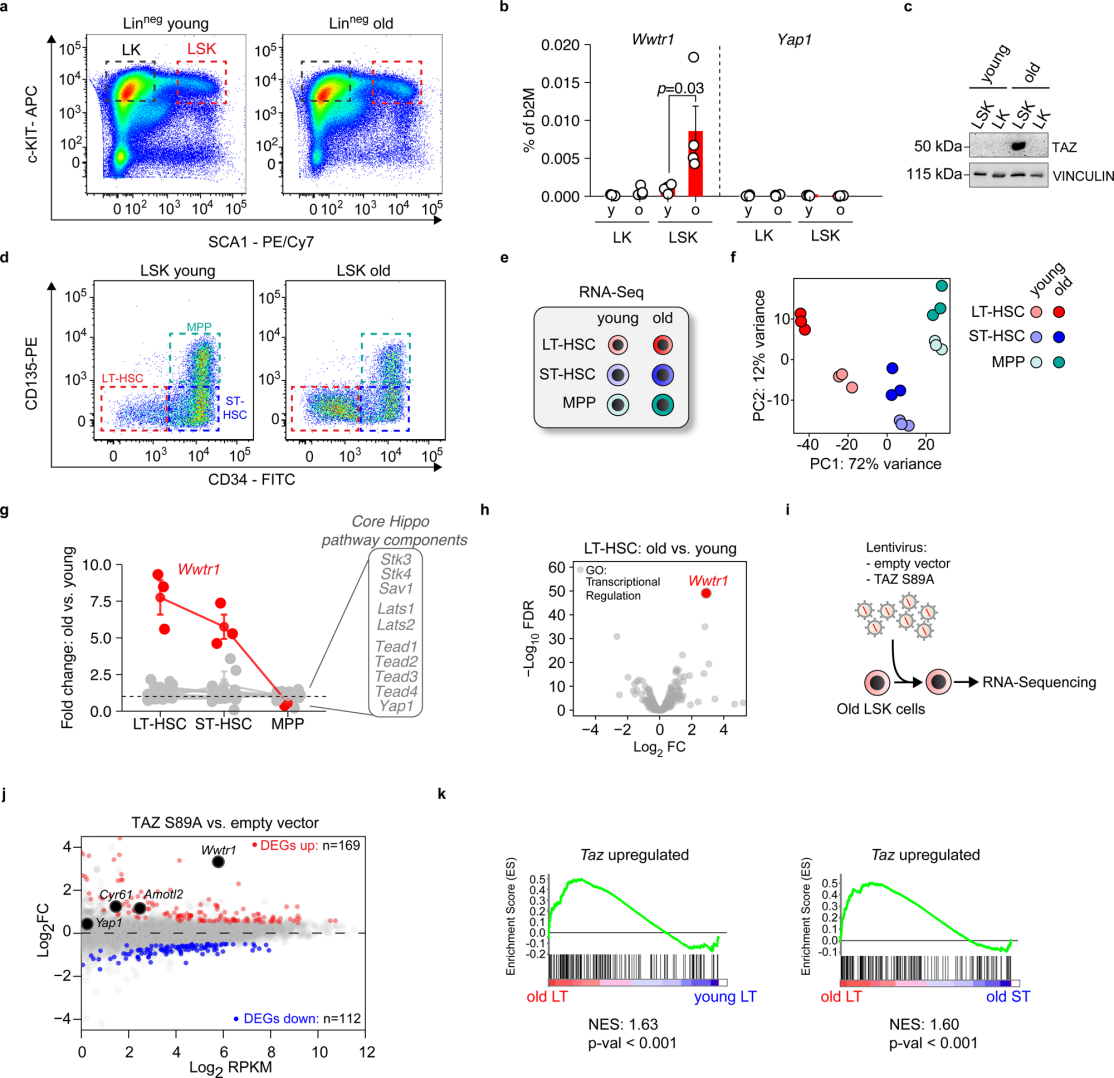
TAZ (*Wwtr1*) is strongly induced in oLT-HSCs. **a** Representative flow cytometry plots of LK (Lineage^neg^, Sca-1^neg^, c-Kit^pos^) and LSK (Lineage^neg^, Sca-1^pos^, c-Kit^pos^) cells of young and old mice. **b** qRT-PCRs of *Wwtr1* and *Yap1* expression in LK and LSK isolated from young and old mice (*n* = 4 per age group, one-way ANOVA with Tukey HSD post hoc test). **c** Immunoblot analysis of TAZ in LK and LSK of young and old mice. **d** Representative flow cytometry plots of LT-HSCs, ST-HSCs, and MPP in the LSK compartment of young and old mice. **e** Overview of the samples that were analyzed by RNA-Seq (*n* = 3 per group). **f** Principal component analysis of the RNA-Seq of the indicated populations (*n* = 3 per group). **g** Summary of gene expression changes (old vs. young) of Hippo pathway core components. **h** Volcano plot encompassing all transcriptional regulators (KEGG database) that were analyzed in the LT-HSC dataset old vs. young. FDR = false discovery rate; FC = fold change. **I** Experimental strategy to identify TAZ-induced genes in oLSK. **j** MA plot of the TAZ S89A overexpression RNA-Seq (*n* = 3 per condition). Significantly up- and downregulated genes (FDR < 0.01) are colored in red and blue, respectively. DEG = differentially expressed genes. **k** Gene set enrichment analysis for the given comparisons applying a TAZ-induced set of 169 genes. NES = normalized enrichment score. Data in **b**, **g** are presented as mean values +/− SEM. Source data are provided as a Source data file.

To analyze gene expression changes in the LSK compartment in greater detail, we performed RNA-sequencing (RNA-Seq) from long-term HSCs (LT-HSCs: LSK CD34^neg^ CD135^neg^), short-term HSCs (ST-HSCs: LSK CD34^pos^ CD135^neg^) and multipotent progenitors (MPPs: LSK CD34^pos^ CD135^pos^) from young and old mice (Fig. 1d, e). As expected, the number of immunophenotypic LT-HSCs was strongly increased in old mice (Supplementary Fig. 2a).

ST-HSCs and MPPs showed a weaker age-dependent separation in principal component analyses whereas old LT-HSCs (oLT-HSCs) were more clearly separable from young LT-HSCs (yLT-HSCs) and showed the highest number of differentially expressed genes between old and young (Fig. 1f and Supplementary Fig. 2b). Although most Hippo core components showed only weak or no age-dependent changes, *Wwtr1* was strongly increased specifically in LT-HSCs and old human HSPCs (Fig. 1g and Supplementary Fig. 2c). *Yap1*, on the other hand, was barely expressed in LT-HSCs, demonstrating that *Wwtr1* is the predominant transcriptional Hippo effector in these cells (Supplementary Fig. 2d).

Strikingly, *Wwtr1* was the most potently induced transcriptional regulator when comparing oLT-HSCs vs. yLT-HSCs (Fig. 1h).

To identify TAZ-dependent target genes in HSPCs, we lentivirally overexpressed the constitutively active TAZ S89A point mutant in freshly isolated LSKs and subsequently performed RNA-Seq (Fig. 1i, j). A TAZ-induced gene set consisting of 169 genes was then used to probe TAZ activity in HSCs (Fig. 1k and Supplementary Table 1). Gene set enrichment analysis (GSEA) demonstrated that Taz-induced genes were upregulated in oLT-HSCs compared to oST-HSCs and in oLT-HSCs compared to yLT-HSCs (Fig. 1k). These results show that Taz is active in oLT-HSCs and contributes to aging-dependent gene expression changes.

### *Clca3a1* is induced by Taz and marks oLT-HSCs

To filter for TAZ-induced genes specific of oLT-HSCs, we intersected the *Taz* overexpression RNA-Seq performed in LSKs with the previous RNA-Seq of young and old HSPCs (Fig. 2a). We obtained a relatively concise set of 24 genes that is also strongly induced in independent datasets (Supplementary Fig. 3a), which we refer to as aged LT-HSC-Taz signature (aLT-Taz signature). In the aLT-Taz signature, *Calcium-activated chloride channel regulator 1* (*Clca3a1*), coding an accessory protein for calcium-activated chloride channels, demonstrated one of the most striking aging-dependent change in LT-HSCs (Fig. 2b). *Clca3a1* expression, just like the TAZ target gene *Amotl2*, strictly followed *Wwtr1* expression in the different HSPC populations suggesting that CLCA3A1 may be used to trace TAZ activity in vivo (Fig. 2c). Remarkably, *Wwtr1*, *Amotl2*, and *Clca3a1* were all part of an aging HSC (aHSC) signature (Supplementary Table 1) generated by a meta-analysis of sixteen transcriptomic datasets of aged HSCs^17^, underlining the robustness of our results.

**Fig. 2:**
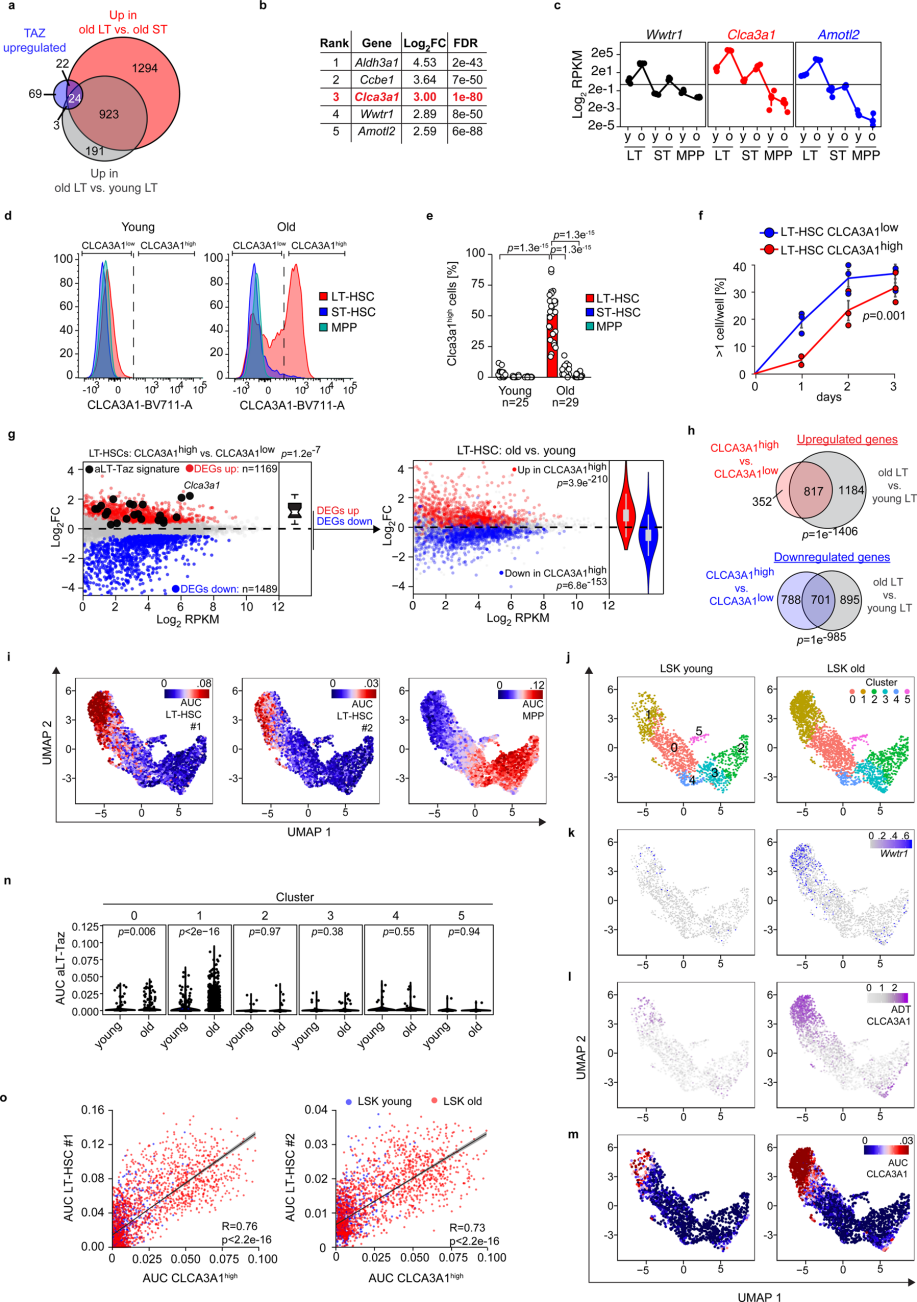
*Clca3a1* is induced by TAZ and marks oLT-HSCs. **a** Overlap among upregulated genes of the indicated RNA-Seq datasets (Log_2_FC > 0.5, FDR < 0.01). **b** Top TAZ-induced LT-HSC-specific genes sorted according to their regulation in old vs. young LT-HSCs. **c** RPKM values (Log_2_ scale) of *Wwtr1*, the TAZ target gene *Amotl2* and *Clca3a1* determined by RNA-Seq (*n* = 3 per age group and population). **d** Representative flow cytometry plots for CLCA31 expression in the given populations from young and old mice. **e** Quantification of samples analyzed in **d** (*n* = 25 for young, *n* = 29 for old mice). **f** Single cell colony-forming assay of isolated CLCA3A1^low^ and CLCA3A1^high^ LT-HSCs. Single cells were seeded and the time to completion of the first cell division was measured (*n* = 3 per group, one-way ANOVA with Tukey HSD post hoc test). **g** Left panel: MA plot of an RNA-Seq comparing CLCA3A1^high^ vs. CLCA3A1^low^ LT-HSCs (*n* = 3 per group, LSK CD34^neg^ CD135^neg^). Significantly up- and downregulated genes (FDR < 0.01) are colored in red and blue, respectively. Right panel: Significantly regulated genes of the CLCA3A1^high^ vs. CLCA3A1^low^ RNA-Seq were colored in the RNA-Seq comparing old vs. young LT-HSCs. Boxplot: bottom/top of box: 25th/75th percentile; upper whisker: min(max(x), Q_3 + 1.5 * IQR), lower whisker: max(min(x), Q_1−1.5 * IQR), center: median. **h** Venn diagram of significantly regulated genes in the given RNA-Seq datasets. The *p*-values for a significant overlap were determined by a hypergeometric test. **i** UMAP dimensionality reduction plots for CITE-Seq data of young and old LSKs. The activity of the indicated gene sets (LT-HSC#1, LT-HSC#2, and MPP) is color-coded based on their AUC. AUC = area under the curve. **j**–**m** UMAP plots for CITE-Seq data of young (left) and old (right) LSKs, respectively. Graph-based clusters (**j**), *Wwtr1* mRNA expression (**k**), CLCA3A1 protein based on ADTs (**l**), and CLCA3A1^high^ gene set activity based on AUCs (**m**) are depicted. **n** Violin plots of TAZ gene set activity (AUC scores) in the different clusters of young and old LSKs, respectively. Cluster 1 contains HSC-like cells, see also (**i**) (two-sided Wilcox test). **o** Scatter plots of CLCA3A1^high^ gene set activity plotted against the activity of two different LT-HSC gene sets #1 and #2, respectively (R = Pearson correlation coefficient, linear regression *t*-test). Data in **c**, **f** are presented as mean values +/− SEM. Source data are provided as a Source data file.

CLCA3A1 was barely detectable by flow cytometry in young LSK populations but specifically induced in old LT-HSCs (Fig. 2d, e and Supplementary Fig. 1). CLCA3A1^low^ HSCs purified from old animals were less quiescent than yHSCs. It took them significantly shorter to complete their first cell division in vitro^18^ (Fig. 2f), a typical phenotype of oHSCs^19^. CLCA3A1^low^ cells demonstrated a significantly higher Ki67 positivity, potentially because they showed a ~3x higher *Cdk6* expression and thus were more Cdk6-dependent for cell division (Supplementary Fig. 3b–e).

RNA-Seq analysis of sorted CLCA3A1^high^ and CLCA3A1^low^ LT-HSCs (Fig. 2g) identified a high number of DEGs: 1169 upregulated (FDR < 0.01) and 1489 downregulated (FDR < 0.01) in CLCA3A1^high^ vs CLCA3A1^low^.

Notably, the aLT-Taz signature was significantly upregulated (*p* = 1.2e^−7^) in CLCA3A1^high^ LT-HSCs (Fig. 2g), showing that CLCA3A1 is a proxy for TAZ activity.

To analyze the relative contribution of the aging-dependent increase in the frequency of CLCA3A1^high^ cells to the overall transcriptome changes during HSCs aging, we compared the CLCA3A1 RNA-Seq with the old vs. young LT-HSCs RNA-Seq (Fig. 2g). Strikingly, the vast majority of genes that were upregulated in CLCA3A1^high^ cells were also upregulated in old vs. young LT-HSCs, not only in our data but also in an independent RNA-Seq study^7^ comparing old and young LT-HSCs (Supplementary Fig. 3f). The same was true for the downregulated genes. Thus, the up- and downregulated genes in CLCA3A1^high^ cells significantly overlap with the genes up- and downregulated in oLT-HSCs (Fig. 2h). When *Clca3a1* is knocked out in yHSCs in vivo^20^, *Clca3a1* seemed to be required to maintain the HSC pool suggesting that this TAZ-induced gene also has a function in young HSCs (Supplementary Fig. 4). However, we focus here on the upstream coactivator Taz because it regulates a variety of different genes that can affect the ageing phenotype.

### CLCA3A1^high^/TAZ^high^ HSCs mark a specific oHSC subpopulation

To investigate the heterogeneity of Taz-dependent transcription programs in HSPCs at the single-cell level, independently of any surface marker, we analyzed the transcriptome of young LSK (yLSK) and oLSK by *Cellular Indexing of Transcriptomes and Epitopes by Sequencing* (CITE-Seq)^21^. 

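LSK cells are lineage-negative, Sca-1-positive and c-Kit-positive bone marrow cells, a fraction that holds the stem cells and the earliest progenitors. They were sorted from 4 young mice (3 to 5 months old) and 4 old mice (22 to 28 months old), and each age group was sequenced as 1 library, so no comparison in these data has a replicate and no test was run on them. In CITE-Seq, each droplet yields the transcripts of a cell and the DNA tags of the antibodies bound to its surface, and both are counted by unique molecular identifiers (UMIs). The authors counted transcripts with Cell Ranger and normalized the 2 libraries to each other in its aggregation step, whose mode the paper's text does not name. The deposited matrix holds the UMI counts after this step, of 31053 genes in 4688 cells. A cell's library is marked by the suffix 1 (1696 cells) or 2 (2992 cells) of its barcode. The paper's text does not pair these suffixes with an age, so young and old cells are not compared here, all values are over the cells of both ages, and values within each library serve as a technical check only. Cells with under 10% mitochondrial UMIs and over 1500 detected genes were kept, the filter of the paper's methods, which left 4068 cells, 1524 of suffix 1 and 2544 of suffix 2. The kept cells held 27345371 UMIs in the library of suffix 1 and 44021962 in that of suffix 2, with a median of 15024 and 14766 UMIs per cell after that step. The methods name no removal of doublets, and the 37 cells called doublets by scrublet (0.910%) were kept. The authors counted the tags with CITE-seq-Count and deposited log10 of each cell's tag count for CD150, CD48, CLCA3A1 (detected through an antibody against the PE dye) and the tags that mapped to no antibody, and 3986 of the kept cells had tag values. Transcript counts were summed over cells, divided by the total UMIs of the same cells and given as counts on the CPM scale, while tags were compared by their medians on the log10 scale. Intervals are 95% intervals (exact Poisson for sums of counts, exact conditional binomial for ratios, exact Clopper-Pearson for shares, order statistics for medians) and cover counting error only, since cells are not replicates. Where no cell had a UMI or passed a threshold, the limit given is 3 counts over the number of cells, and it limits the cells with a UMI, not the cells that express the gene.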

We labeled LSKs with antibody-derived tags (ADTs) for the SLAM marker panel CD150 and CD48 as well as CLCA3A1 to validate our findings with an independent set of HSC surface markers. Based on the activity of specific gene sets (Supplementary Table 1), we were able to identify individual cells with different activities for LT-HSCs, ST-HSCs, and MPPs (Fig. 2i).

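The activity of a gene set in a cell was computed after AUCell. The genes of the cell were ranked by their counts, and the area under the recovery curve of the set was taken over the highest 5% of ranks (1553 genes). Of the symbols in the supplementary table, 66 of 76 were found in the matrix for the LT-HSC #1 set, 253 of 313 for LT-HSC #2, 109 of 116 for ST-HSC and 57 of 63 for MPP. The others were left out. The table was read from its text, where some symbols are misread and columns shift on later pages, so a set may lack genes or hold genes of another column. Across the 4068 cells, LT-HSC #1 activity fell as MPP activity rose, with a Pearson r of -0.377 overall and -0.209 and -0.412 within the libraries of suffix 1 and 2. Of the alternatives not restricted to a library or a cluster, a stricter cell filter (over 2500 genes and under 5% mitochondrial UMIs) moved it most, to -0.211, and a mean z-score as the activity moved it the other way, to -0.537. With ST-HSC activity, r was -0.671 overall and -0.606 and -0.742 within the libraries. LT-HSC #1 and LT-HSC #2 activities rose together, with r of 0.883 overall, 0.805 and 0.885 within the libraries, and 0.769 with the genes they share taken out of both lists. These coefficients describe cells, which are not independent replicates, and carry no p-value.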

Graph-based clustering identified six clusters (clusters 0–5) in the single-cell RNA-Seq (scRNA-Seq) dataset from young and old LSK cells (Fig. 2j). 

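The clustering followed the paper's methods (SCTransform per library, integration anchors, 30 dimensions). The resolution is not named in the methods, and the lowest in steps of 0.05 that gave 6 clusters was 0.3. The clusters held 1394, 1170, 685, 511, 296 and 12 cells, numbered here from 0 to 5 by size, and these numbers need not be those of the paper. Median depth was 12706 UMIs per cell in cluster 0, 13573 in cluster 1, 28740 in cluster 2, 20575 in cluster 3, 15605 in cluster 4 and 34073 in cluster 5. Cluster 0 had the highest mean of the 10 HSC markers chosen beforehand (among them Procr, Hlf, Mecom and Fgd5) and is called HSC-like here. All 10 were detected in it, but also in each of clusters 1 to 4, so detection does not set it apart. None was among its 10 genes of largest fold over the other cells, which Sult1a1, Nupr1 and Gda led. Cluster 2 was led by genes of the cell cycle (Ube2c, Mki67, Birc5), with 5 of the cycling markers among its leading 10. Cluster 4 was led by Dntt and had 3 markers of lymphoid MPPs there. The 12 cells of cluster 5, 2 of suffix 1 and 10 of suffix 2, were led by the immunoglobulin genes Igkc, Ighg2b and Iglc1. Clusters 1 and 3 are given by number only. The HSC-like cluster made up 34.3% of the kept cells (32.8% to 35.7%), a share that moved most, to 7.53%, under the stricter cell filter, which kept 372 cells.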

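The surface tags took no part in the clustering. The median CD150 tag was higher by 1.79 on the log10 scale (1.66 to 1.85) in the HSC-like cluster than in the other clusters together, and the median CD48 tag was lower, with a difference of -0.982 (-1.04 to -0.933). Within the library of suffix 1 the differences were 1.05 for CD150 and -0.536 for CD48, and within that of suffix 2 they were 1.90 and -1.07. Of the alternatives over both libraries, the centred log ratio of the tags of a cell moved CD150 most, to a difference of 1.09. Cells were also gated on the tags alone, with CD150 at or above the 75th and CD48 at or under the 25th percentile of their library. Of the 555 cells in this gate, 518 (93.3%, 90.9% to 95.3%) lay in the HSC-like cluster, which is 38.3% of that cluster's cells with tags, against 1.41% of the other cells. Median LT-HSC #1 activity was 0.111 in the HSC-like cluster, 0.0360 in cluster 1, 0.0105 in cluster 2, 0.0185 in cluster 3 and 0.0195 in cluster 4, and it was 0.0809 in the 12 cells of cluster 5. LT-HSC #1 activity was above the median of the other cells in 99.2% of HSC-like cells (98.6% to 99.6%), and LT-HSC #2 activity in 97.4% (96.4% to 98.2%). The genes of these 2 sets were not left out of the clustering, so these shares may in part be built in.

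**Figure D1:**
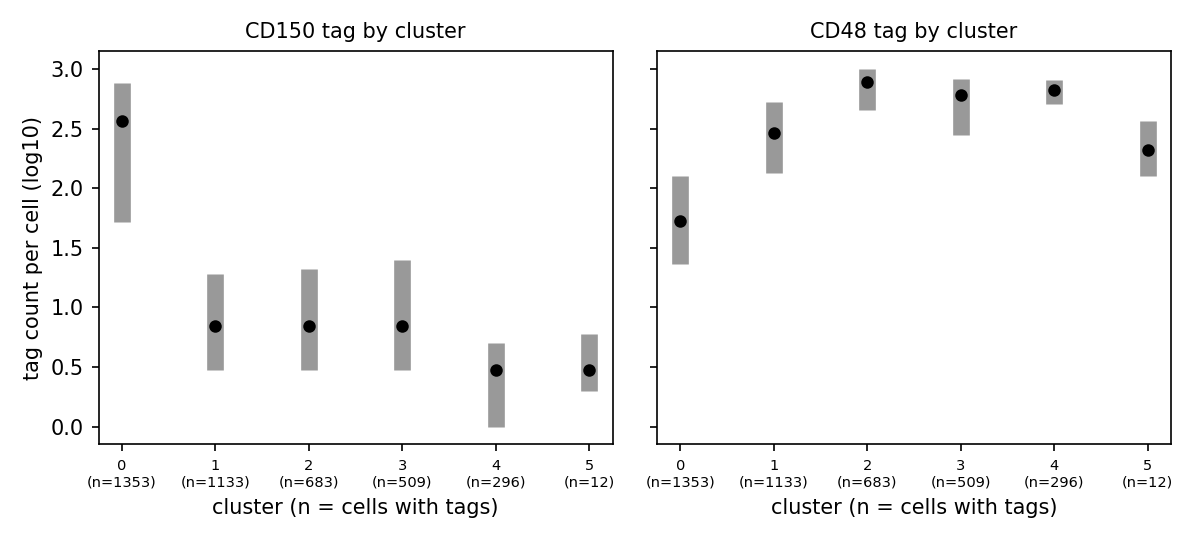
CD150 (left) and CD48 (right) tag counts per cell on a log10 axis, by cluster, over the cells of both ages. Points are medians, grey bars run from the 25th to the 75th percentile of cells, and n is the number of cells with tags. The HSC-like cluster 0 has the highest CD150 median (2.57) and the lowest CD48 median (1.72).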

With the help of the SLAM ADTs and gene set activities^22^, we identified cluster 1 as a cluster enriched for LT-HSC (Fig. 2j–m and Supplementary Fig. 3g, h). Since functional studies would be required to demonstrate their functionality as LT-HSCs, we refer to this cluster as ‘HSC-like cluster’. It contained cells expressing high *Taz* on mRNA level (Fig. 2k), high CLCA3A1 on protein level (Fig. 2l) and showing high activity for a CLCA3A1^high^ gene set (Fig. 2m). 

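Taz is listed in the matrix under its gene symbol Wwtr1. It had 314 UMIs in the HSC-like cluster, or 17.0 CPM (15.1 to 18.9), and 89 in the other clusters, or 1.68 CPM (1.35 to 2.07), a ratio of 10.1 (7.93 to 12.9). Within the libraries the ratio was 6.18 (2.82 to 14.1) for suffix 1 and 9.00 (6.98 to 11.7) for suffix 2. The stricter cell filter moved it most, to 32.1, with 28 HSC-like cells, and with the CD150-high CD48-low gate in place of the cluster it was 5.10. The cells outside that gate, to which it was compared, include most HSC-like cells. Wwtr1 stood at 20.1 CPM in the gate and 3.94 CPM outside it, so the lower ratio is not a lower level in the gate. With each cell thinned to 9000 UMIs, which left out 243 shallower cells, 13.4% of HSC-like cells had a Wwtr1 UMI (11.5% to 15.4%), and 18.5% before thinning. None of the 291 thinned cells of the lymphoid MPP-like cluster had one, which allows a share of up to 1.03%, at a median depth before thinning of 15605 UMIs against 12706 in the HSC-like cluster. Clca3a1 transcripts were also more abundant in the HSC-like cluster, at 54.2 CPM (50.9 to 57.7) against 4.62 CPM (4.06 to 5.23). The median CLCA3A1 tag was higher there by 0.987 on the log10 scale (0.908 to 1.09), with a difference of 0.301 within the library of suffix 1 and 1.12 within that of suffix 2, and of the alternatives over both libraries the centred log ratio of the tags moved it most, to 0.472. A cell was called CLCA3A1-high when it had over 99 tags, the 95th percentile of the cells outside the HSC-like cluster, so that close to 5% of those cells pass by construction. By this threshold 671 of 1353 HSC-like cells were CLCA3A1-high (49.6%, 46.9% to 52.3%), with 13.7% in the library of suffix 1 and 64.3% in that of suffix 2, where 1.18% and 7.65% of the other cells passed. Of the other thresholds tried over both libraries, the 99th percentile moved the share most, to 20.5%. No cell passed among the 296 of the lymphoid MPP-like cluster, which allows a share of up to 1.01%. The tags that mapped to no antibody were also more numerous in the CLCA3A1-high cells, with a median of 41 against 19 in the other HSC-like cells. Activity of the CLCA3A1 high gene set (112 of 122 symbols found) was above the median of the other cells in 97.3% of HSC-like cells (96.4% to 98.1%; 96.1% and 99.6% within the libraries), and 405 of the 407 cells in the highest 10% were HSC-like (99.5%).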

CLCA3A1^high^ were much more abundant in the aged population (Fig. 2k, l) within the HSC-like cluster’. Only very few scattered yLSKs demonstrated high CLCA3A1 protein level or a high *Clca3a1* gene set activity (Fig. 2l, m and Supplementary Fig. 3i) suggesting that CLCA3A1^high^ cells also exist to a minor extent in young animals. 

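TAZ activity was scored with the aLT-Taz set, the TAZ-induced genes that rise in old LT-HSCs, of which 22 of 24 symbols were found in the matrix. The paper chose these genes as specific of old LT-HSCs, so a higher activity in a cluster enriched for LT-HSCs is in part built into the set. Wwtr1 and Clca3a1 are themselves in the set, so its activity is not independent of their levels given above. Most cells outside the HSC-like cluster had an activity of 0, which is also their median. Activity was above 0 in 58.5% of HSC-like cells (55.9% to 61.1%) and in 8.15% of the other cells (7.14% to 9.25%). By cluster, the share was 12.6% in cluster 1, 3.50% in cluster 2, 3.52% in cluster 3 and 5.74% in cluster 4. All 12 cells of the immunoglobulin-led cluster 5 were above 0, where 133 of the UMIs on the genes of the set were from Fcrla, and no other gene of the set had more than 3. Within the library of suffix 1, 29.8% of HSC-like and 7.11% of other cells were above 0, and within that of suffix 2, 70.6% and 8.89%. Of the cells in the highest 10% of activity, 91.2% were HSC-like. A mean z-score in place of the ranks moved the share of HSC-like cells above the median of the other cells most, to 87.7%, where 50% of the other cells lie above it. With the highest 2.5% of ranks in the score, 31.1% of HSC-like cells and 1.87% of the other cells were above 0. These shares are over the cells of both ages.

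**Figure D2:**
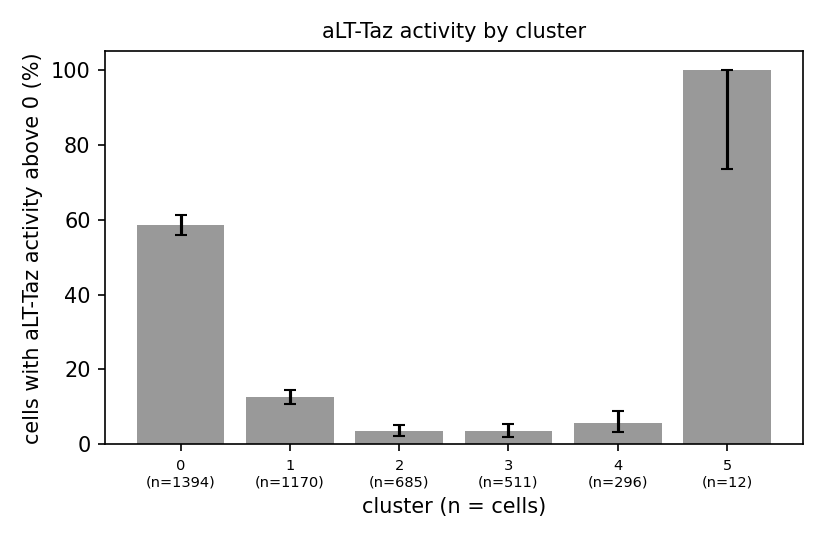
Share of cells with an aLT-Taz activity above 0, in percent, by cluster, over the cells of both ages. Bars are shares, error bars are exact 95% binomial intervals that cover counting error only, and n is the number of cells. The HSC-like cluster 0 stands at 58.5%, clusters 1 to 4 at 12.6% or less, and the 12 cells of cluster 5 at 100%.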

TAZ activity, just like CLCA3A1 activity, was largely limited to the HSC-like cluster and was strongly induced in old cells within this cluster (Fig. 2n).

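Across the 4068 kept cells of both ages, CLCA3A1 high activity rose with LT-HSC #1 activity, with a Pearson r of 0.811, and with LT-HSC #2 activity, with an r of 0.765. Within the library of suffix 1 the coefficients were 0.696 and 0.620, and within that of suffix 2 they were 0.814 and 0.770. The lists overlap, since 15 of the LT-HSC #1 genes and 19 of the LT-HSC #2 genes are also in the CLCA3A1 high set. With the shared genes taken out of both lists, r was 0.608 for LT-HSC #1, the alternative over all cells that moved it most, and 0.632 for LT-HSC #2. Within the HSC-like cluster alone, r was 0.675 and 0.588. Within its cells of suffix 1 it was 0.564 for LT-HSC #1 and 0.525 for LT-HSC #2, and within those of suffix 2 it was 0.499 and 0.381. Against 10000 random lists of the same size, matched on mean expression and also free of the genes of either list, both coefficients without the shared genes were higher than every random one, of which the largest was 0.502 for LT-HSC #1 and 0.549 for LT-HSC #2. The random lists were not matched on the difference between clusters, which alone can place 2 lists of HSC genes above them. The coefficients within the HSC-like cluster keep the shared genes. Neither can therefore tell a relation among HSC-like cells from these effects. Cells are not replicates, so no p-value is given.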

The CLCA3A1^high^ gene set activity strongly correlated with the activity of two independent LT-HSC-specific gene sets (Fig. 2o), one based on our own RNA-Seq data and one previously published^23^.

In summary, CLCA3A1^high^/TAZ^high^ HSCs represent a specific and highly abundant population within the oHSC compartment. They are characterized by high expression of genes that qualify them as LT-HSCs but are transcriptionally distinct from yHSCs.

### Old CLCA3A1^low^ HSCs show features of “young-like” HSCs

To test whether the surface marker CLCA3A1 is sufficient to isolate a pure fraction of oHSCs and “young-like” HSCs from old mice, we compared our CLCA3A1^high^ signature with the aHSC signature. Both signatures nearly perfectly correlated at the single-cell level indicating that CLCA3A1 is an excellent marker to isolate oHSCs (Fig. 3a, b). 

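The aHSC set had 159 of 179 symbols in the matrix. Its activity and that of the CLCA3A1 high set had a Pearson r of 0.930 across the kept cells and a Spearman rho of 0.797. The relation was closer in the library of suffix 2 (r of 0.943) than in that of suffix 1 (0.622). Of the 159 genes, 43 are also in the CLCA3A1 high set, and r was 0.776 without them. Within the HSC-like cluster r was 0.917, with 0.634 for its cells of suffix 1 and 0.887 for those of suffix 2. In HSC-like cells, the CLCA3A1 tag itself had a Spearman rho of 0.685 with aHSC activity, with 0.288 and 0.541 within the libraries. Median aHSC activity was 0.126 (0.123 to 0.128) in the 671 CLCA3A1-high cells of the HSC-like cluster and 0.0661 (0.0642 to 0.0689) in its other 682 cells with tags. These medians pool both libraries, and 617 of the 671 cells are of suffix 2, against 342 of the 682. Part of the gap may thus be a difference between the libraries. From the correlation of the signatures, the paper concludes that CLCA3A1 is a marker by which old HSCs can be isolated.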

Remarkably, a substantial number of old cells with low CLCA3A1^high^ gene set activity were present in the HSC-like cluster (Fig. 3c), suggesting that a CLCA3A1^low^ immunophenotype marks individual “young-like” HSCs within the pool of oHSCs.

**Fig. 3:**
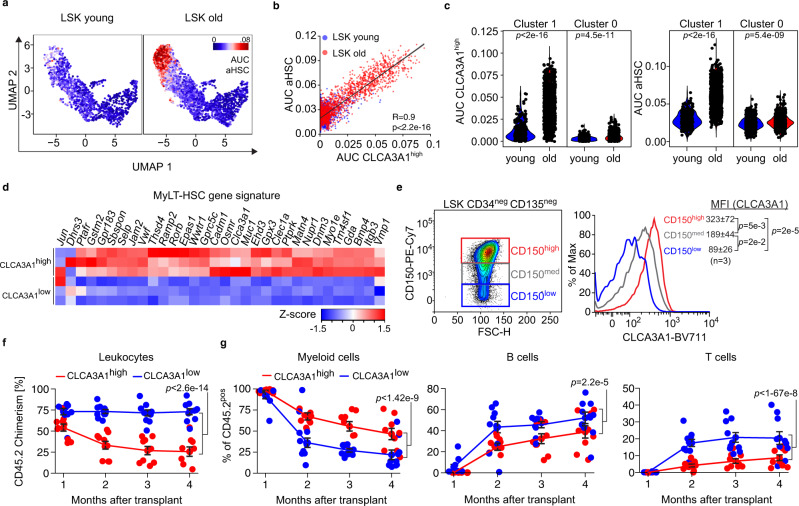
CLCA3A1^high^ HSCs demonstrate features of aged HSCs. **a** UMAP plots for CITE-Seq data of young and old LSKs. The activity of the aged HSC (aHSC) signature is colored based on the gene set activity. **b** Scatter plots of CLCA3A1^high^ gene set activity plotted against the activity of an HSC aging signature from the CITE-Seq dataset (R = Pearson correlation coefficient, linear regression *t*-test). **c** Violin plots of CLCA3A1^high^ (left) and aHSC (right) gene set activity in clusters 0 and 1 from the CITE-Seq (two-sided Wilcox test). **d** Heatmap of Z-score normalized expression values for a gene set for myeloid-biased LT-HSCs (MyLT-HSCs) (*n* = 3 per group). **e** Representative flow cytometry plots for CD150 and CLCA3A1 of oHSCs. The CD150 signal was divided into three different windows (left) and the CLCA3A1 signal was plotted for each window (right). The numbers give the mean fluorescence intensity (MFI) ± 95% confidence interval (one-way ANOVA with Tukey HSD post hoc test). **f** Leukocyte chimerism in the PB over time after competitive transplantation of CLCA3A1^high^ or CLCA3A1^low^ LT-HSCs (*n* = 10 for CLCA3A1^low^, *n* = 9 for CLCA3A1^high^, two independent transplantations, two-way ANOVA with Tukey HSD post hoc test). **g** Percentage of myeloid (CD11b^pos^), B (B220^pos^) and T cells (CD4^pos^ or CD8^pos^) from the donor (CD45.2^pos^) after competitive transplantation of CLCA3A1^high^ or CLCA3A1^low^ LT-HSCs (*n* = 10 for CLCA3A1^low^, *n* = 9 for CLCA3A1^high^, two independent transplantations, two-way ANOVA with Tukey HSD post hoc test). Data in **f**, **g** are presented as mean values +/− SEM. Source data are provided as a Source data file.

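The set for myeloid-biased LT-HSCs had 26 of 30 symbols in the matrix, and 14 of these are also in the CLCA3A1 high set. Across the kept cells, MyLT-HSC and CLCA3A1 high activities had a Pearson r of 0.789 and a Spearman rho of 0.522. The coefficient rested on the library of suffix 2, where r was 0.815, while it was 0.266 within the library of suffix 1. With the 14 shared genes taken out of both lists, r over all cells was 0.282, and 97.7% of 10000 random lists matched on the 12 remaining genes gave a lower one. These lists, too, were not matched on the difference between clusters. Within the HSC-like cluster r was 0.795 with the shared genes kept, with 0.345 for its cells of suffix 1 and 0.770 for those of suffix 2. In that cluster the median MyLT-HSC activity was 0.0971 (0.0912 to 0.102) in CLCA3A1-high cells and 0.0363 (0.0359 to 0.0375) in the other cells with tags. These medians pool both libraries, and 617 of the 671 CLCA3A1-high cells are of suffix 2, against 342 of the other 682. The split therefore cannot be told apart here from a difference between the libraries.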

In accordance with the aged phenotype of CLCA3A1^high^ HSCs, CLCA3A1 induction also correlated with a gene expression profile of myeloid-biased LT-HSCs (MyLT-HSCs)^24^ at the single-cell level (Supplementary Fig. 5a) and in the bulk RNA-Seq dataset (Fig. 3d). Consistently, *Clca3a1* expression clearly correlated with the expression of CD150, a marker of MyLT-HSC, in flow cytometry analyses (Fig. 3e).

Given the fundamental differences between CLCA3A1^low^ and CLCA3A1^high^ HSCs at multiple levels, we next tested whether these two cell populations also differ functionally. To this end, we analyzed their long-term repopulating capacity and their long-term multilineage reconstitution potential in competitive repopulation assays. Two expected hallmarks of oLT-HSCs in this assay are functional decline in long-term repopulation and myeloid skewing of peripheral blood (PB) cells. We transplanted CD45.2-expressing CLCA3A1^high^ or CLCA3A1^ow^ LT-HSCs together with CD45.1/2 competitor cells into lethally irradiated CD45.1 (Ly5.1) recipient mice. PB chimerism was investigated monthly over a period of 4 months. One month post-transplantation, chimerism in the blood of CLCA3A1^high^ recipients was comparable to those who received CLCA3A1^low^ LT-HSCs (Fig. 3f). Over time, however, recipients of CLCA3A1^high^ LT-HSCs showed a gradual decline of donor contribution to the PB (Fig. 3f, g) demonstrating a defect in long-term repopulating activity of the CLCA3A1^high^ population. The frequency of CLCA3A1^low^-derived leukocytes in contrast remained stable compared to the young and age-matched competitor cells (Fig. 3f). In addition, CLCA3A1^high^ LT-HSCs produced significantly more myeloid cells in the PB and fewer B and T cells (Fig. 3g). Four months after transplantation, spleen and bone marrow (BM) chimerism appeared strongly decreased in recipients receiving CLCA3A1^high^ LT-HSCs (Supplementary Fig. 5b, c). Within the donor-derived compartment, Clca3a1^high^- and CLCA3A1^low^-derived cells generated a similar frequency of myeloid progenitors but the CLCA3A1^low^ samples showed a higher frequency of common lymphoid progenitors (CLPs)—a typical characteristic of yHSCs^3^ (Supplementary Fig. 5d). Irrespective of the donor status (CLCA3A1^high^ or CLCA3A1^low^), CLCA3A1 expression was lost in the BM 4 months after transplantation and the two different cell populations showed similar behavior in secondary transplantations.

### Old HSCs induce Taz to keep a minimal regenerative potential

Next, we tested whether Taz actively contributes to the functional decline of CLCA3A1^high^ LT-HSCs or whether it gets induced to counteract defects in CLCA3A1^high^ LT-HSCs. Intriguingly, Clusterin (gene name *Clu*) was potently induced in CLCA3A1^high^ LT-HSCs (Supplementary Fig. 6a). Previous studies showed that *Clu* expression is YAP1-dependent and is induced in stressed cells to trigger a regenerative response^25^. To test whether TAZ has a similar function in oHSCs, we depleted TAZ in CLCA3A1^high^ LT-HSCs using two potent shRNAs (shTAZ#1 and shTAZ#2), shTAZ#2 being more potent than shTAZ#1, and a control shRNA (shRen) targeting Renilla (Fig. 4a). We isolated CLCA3A1^high^ LT-HSCs, infected them ex vivo with lentiviral shRNA constructs and transplanted these cells into lethally irradiated recipients. Transplanted CLCA3A1^high^ populations contained ~60–80% infected (GFP-positive) and ~20–40% uninfected (GFP-negative) cells in order to use the GFP-negative fraction as a competitor against the GFP-positive fraction from the same donor and follow the frequency of GFP-positive cells within the CD45.2 donor fraction over time (Supplementary Fig. 6b). In the PB, shTAZ-transduced donor cells rapidly lost the GFP signal demonstrating that uninfected cells outcompeted TAZ-depleted cells whereas shRen cells maintained a stable frequency of GFP-positive cells (Fig. 4b).

**Fig. 4:**
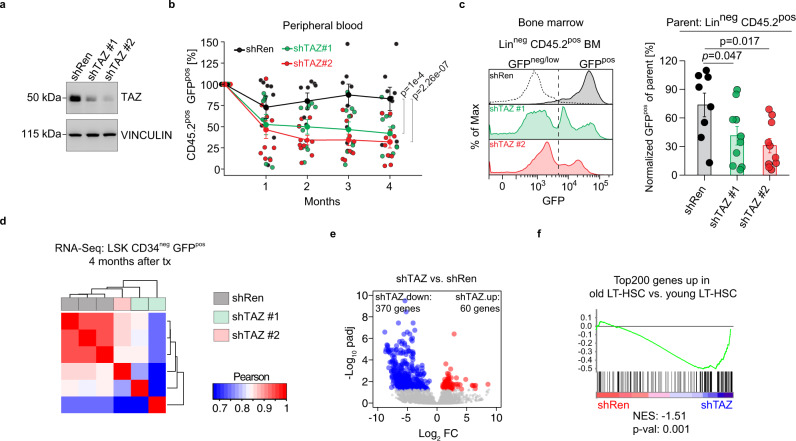
CLCA3A1^high^ HSCs depend on high TAZ expression. **a** Immunoblot of NIH3T3 cells infected with the indicated shRNAs. An shRNA targeting Renilla (shRen) serves as control. The experiment was independently repeated three times. **b** PB analysis after transplantation of CLCA3A1^high^ HSCs transduced with the indicated shRNAs. The GFP^pos^ population in the donor CD45.2^pos^ compartment was analyzed for 4 months post-transplantation (shRen: *n* = 8, shTAZ#1: *n* = 10, shTAZ#2: *n* = 10, three independent transplantations, two-way ANOVA with Tukey HSD post hoc test). **c** Representative GFP flow cytometry plots of Lin^neg^ CD45.2^pos^ BM cells 4 months after transplantation (left). The dotted line indicates the negative control for GFP (gated on CD45.1/2^pos^ supporting cells). Right panel: percentage of GFP^pos^ cells in Lin^neg^ BM cells. The cells were gated on Lin^neg^ CD45.2^pos^ donor cells (shRen: *n* = 8, shTAZ#1: *n* = 10, shTAZ#2: *n* = 10, three independent transplantations, one-way ANOVA with post hoc paired Wilcox test and Benjamini-Hochberg correction). **d** Correlation analysis of RNA-Seq data from LSK CD34^neg^ cells. Old CLCA3A1^high^ HSCs were transduced with the indicated constructs and transplanted. RNA-Seq was performed 4 months after transplantation. **e** Volcano plot of LSK CD34neg cells from (**d**). padj = adjusted *p*-value, FC = fold change. **f** GSEA analysis of shTAZ vs. shRen transduced HSCs using a gene set consisting of the Top200 upregulated genes in old vs. young LT-HSCs. Data in **b**, **c** are presented as mean values +/− SEM. Source data are provided as a Source data file.

TAZ-depleted HSCs showed a tendency to produce increased numbers of myeloid cells and decreased numbers of B and T cells (Supplementary Fig. 6c). The effects appeared subtler when compared to those observed for competitive repopulation, although both *Taz* shRNAs showed similar trends. The inferior fitness of shTAZ progeny was also reflected in the BM where TAZ depletion led to a significantly reduced GFP^pos^ fraction in lineage-negative (Lin^neg^) precursor cells (Fig. 4c). The percentage of CD34^neg^ LSK cells in the GFP-positive compartment, however, remained largely unchanged (Supplementary Fig. 6d) indicating that HSCs were not lost due to Taz depletion. The RNA-Seq analysis of donor-derived LSK CD34^neg^ cells 4 months after transplantation revealed that TAZ-depleted cells were transcriptionally distinct from shRen cells (Fig. 4d, e) and that TAZ depletion led to a downregulation of the top 200 genes that were induced in old LT-HSCs (Fig. 4f). These transcriptional profiling analyses, in conjunction with our transplantation studies of TAZ-depleted HSCs, demonstrate that TAZ sustains a transcriptional program that protects aged HSCs from functional decline.

### Clca3a1^low^ HSCs resemble yHSCs at the chromatin level

Given the fundamental changes that occur at the epigenomic level in oHSCs^7^, we analyzed the chromatin changes in CLCA3A1^high^ and CLCA3A1^low^ LT-HSCs. To this end, we profiled the global chromatin accessibility of these cells as well as yHSCs and oHSCs by FAST-ATAC-Seq (Fig. 5a, b)^26^.

**Fig. 5:**
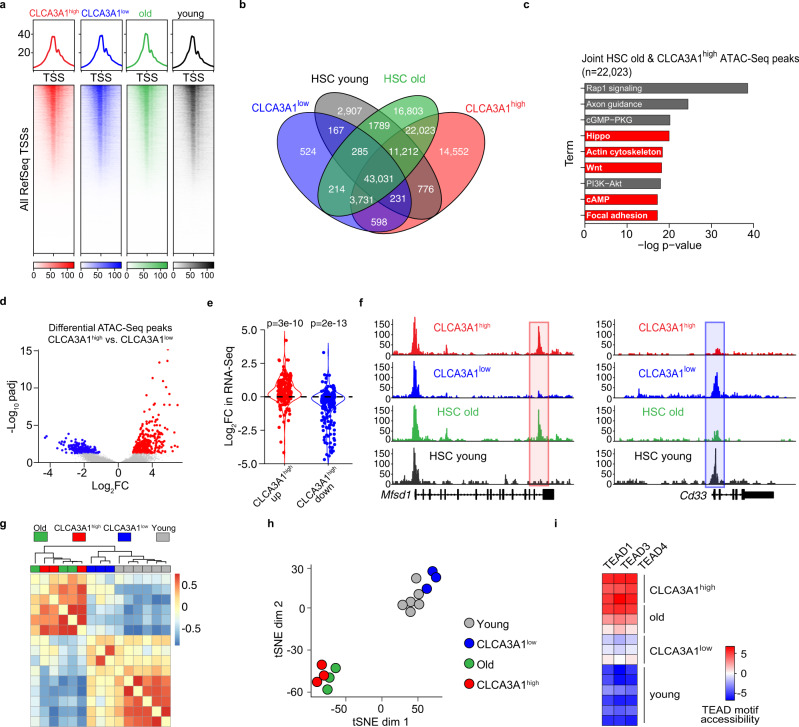
CLCA3A1^low^ HSCs resemble yHSCs on chromatin level. **a** Heatmaps for FAST-ATAC data of CLCA3A1^high^, CLCA3A1^low^ LT-HSCs, oHSCs and yHSCs (*n* = 3 for CLCA3A1^low^, CLCA3A1^high^ and HSC old; *n* = 6 for HSC young). All transcriptional start sites (TSSs) were included and sorted according to the strongest signal. **b** Venn diagram of FAST-ATAC peaks. **c** Gene ontology analysis of FAST-ATAC peaks and their associated genes that are unique to oHSCs and CLCA3A1^high^. The top 10 pathways are depicted. **d** Volcano plot for differential FAST-ATAC peaks comparing Clca3a1^high^ vs. Clca3a1^low^ LT-HSCs. padj = adjusted *p*-value, FC = fold change. **e** Violin plots for the regulation in the RNA-seq dataset of genes that are associated with a differentially accessible FAST-ATAC peak (<25 kb distance from the TSS). Either peaks were used that are significantly more (CLCA3A1^high^ up, red) or less (CLCA3A1^high^ down, blue) accessible in CLCA3A1^high^ vs. CLCA3A1^low^ LT-HSCs (two-sided Wilcox test). **f** Representative genome tracks of the FAST-ATAC experiments of a CLCA3A1^high^ up peak (red box) and a CLCA3A1^high^ down peak (blue box). **g** Clustering of TF motif. accessibility for all motifs in the different samples (*n* = 3 per group). **h** tSNE plot of TF motif accessibility for all motifs in the different samples. **i** TEAD motif accessibility in all peaks of the given samples. Source data are provided as a Source data file.

We identified 43,031 peaks that were shared between all four samples (Fig. 5b). Strikingly, CLCA3A1^high^ HSCs and oHSCs demonstrated many additional peaks, of these 22,023 were shared between these two samples. The functional GO term analysis of those additional peaks demonstrated a clear enrichment for pathways involved in direct or indirect regulation of TAZ, e.g., Hippo and Wnt signaling pathways (Fig. 5c)^27^. Also, the *Wwtr1* locus itself showed changes in chromatin accessibility specifically in candidate enhancer regions which are hypomethylated in oHSCs^7^ (Supplementary Fig. 7). Differential peak analysis of CLCA3A1^high^ vs. CLCA3A1^low^ HSCs corroborated the trend toward more peaks in CLCA3A1^high^ HSCs (Fig. 5d–f). Increased accessibility also led to greater expression of the associated genes at the mRNA level (Fig. 5e, f), which shows that chromatin changes can impact on gene expression.

To identify changes in TF accessibility indicative of altered TF activity, which could explain the functional differences, we performed a chromVAR analysis^28^. In accordance with our transcriptomic profiling of CLCA3A1^low^ LT-HSCs and yLT-HSCs, CLCA3A1^low^ LT-HSCs clustered together with yLT-HSCs whereas CLCA3A1^high^ LT-HSCs clustered with oLT-HSCs (Fig. 5g, h). Furthermore, the accessibility of the TEAD motifs was much higher in CLCA3A1^high^ LT-HSCs than in yLT-HSCs, indicating that TEAD/TAZ is more active in these cells (Fig. 5i).

Collectively, our data demonstrate that old CLCA3A1^low^ LT-HSCs have lower TEAD/TAZ activity than CLCA3A1^high^ LT-HSCs and resemble yLT-HSCs at the transcriptional, chromatin, and functional level.

### Low PU.1 expression is associated with aging phenotypes

To understand chromatin accessibility changes in aging HSCs at the single-cell level, we performed single-cell ATAC-Seq (scATAC-Seq) of young and old LT HSCs and of CLCA3A1^high^ and CLCA3A1^low^ LT HSCs (Fig. 6a, d). Analysis of differentially accessible TF motifs showed a striking correlation when comparing changes in old vs. young and CLCA3A1^high^ vs. CLCA3A1^low^ LT-HSCs (Fig. 6g). Here, DNA sequences bound by ETS transcription factors (SPI1 and SPIC) were identified as the most differentially accessible sites in both comparisons as well in our bulk ATAC-Seq data (Fig. 6g and Supplementary Fig. 8a, b). While the accessibility of Spi1 motifs progressively decreased from young to old and from CLCA3A1^low^ to CLCA3A1^high^ LT-HSCs, the accessibility of a Tead motif showed an opposite behavior when we analyzed the behavior of these motifs in pseudotime analyses (Fig. 6h, i). oLT-HSCs are thus a heterogeneous pool of cells where opposed activities of PU.1 and TEAD/TAZ define functionally distinct populations which can be separated based on CLCA3A1. Remarkably, *Spi1* encodes the transcription factor PU.1, a key regulator of HSC function^29^, suggesting that the activity of this critical regulator is decreased during HSC aging. Consistently, *Spi1* expression demonstrated a sharp drop specifically in the HSC-like cluster 1 but not the adjacent cluster 0 in our scRNA-Seq data (Fig. 6j). To investigate whether decreased *Spi1* expression in CLCA3A1^high^ LT-HSCs also affects PU.1 target gene expression, we generated PU.1-dependent gene sets from hematopoietic progenitor cells. For that, we depleted PU.1 in the HSC-like cell line BM-HPC#5^30^ using two potent shRNAs and performed RNA-Seq (Fig. 6k, l). We identified 667 genes which were downregulated (log2FC < (−1), padj<0.05: shPU1.down) and 899 genes that were upregulated (log2FC > 1, padj < 0.05: shPU1.up) upon PU.1 depletion (Fig. 6l). Consistent with low PU.1 expression in CLCA3A1^high^ HSCs, HSC-like cluster 1 contained significantly more cells with high shPU1.up AUC from old vs young, a trend which could not be observed in the adjacent cluster 0 (Fig. 6m). Furthermore, the shPU1.up gene set was significantly upregulated when comparing CLCA3A1^high^ vs. CLCA3A1^low^ LT-HSCs while the shPU1.down gene set showed opposite regulation (Fig. 6n). We noticed that many genes encoding surface markers, commonly used to isolate HSCs (*Cd34*, *Flt3* (CD135), *Cd48*, *Procr* (EPCR)), were affected by PU.1 depletion in BM-HPC#5 and were also downregulated in CLCA3A1^high^ vs. CLCA3A1^low^ LT-HSCs (Fig. 6l, o). Low *Spi1* expression in oHSCs could hence explain the increased frequency of immunophenotypic HSCs commonly observed in aged individuals. We confirmed this by flow cytometry comparing young and old LSK since the frequency of immunophenotypic LT-HSCs in old Clca3a1^low^ LSK resembled that of yLSK cells (Fig. 6p, q).

**Fig. 6:**
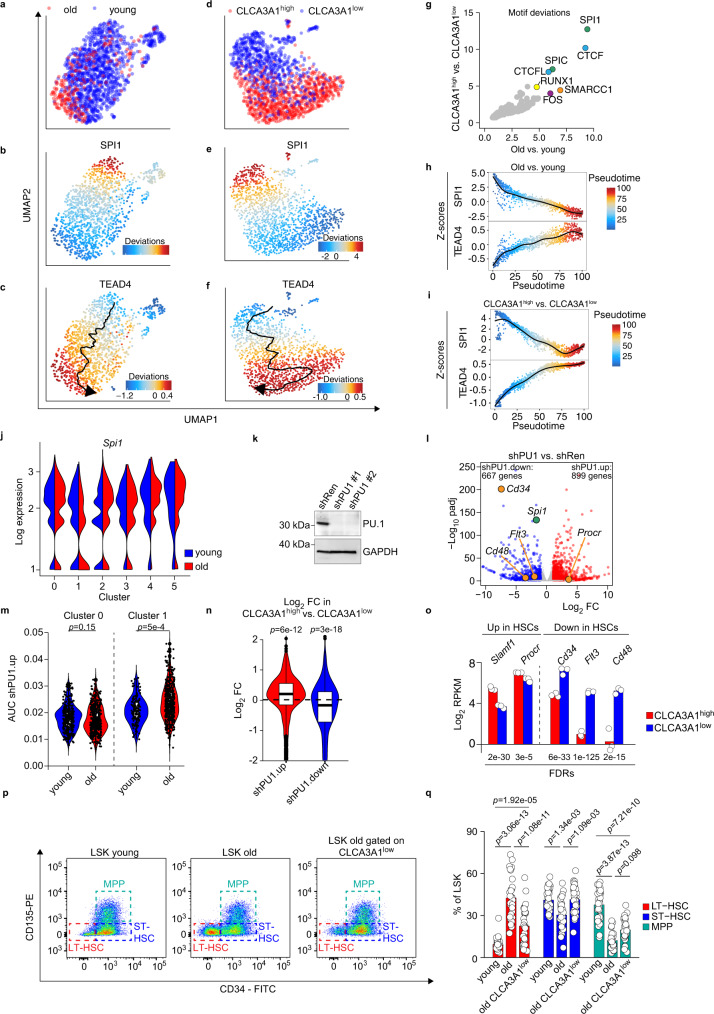
Aging leads to decreased PU.1 activity in CLCA3A1^high^ HSCs. **a**–**f** UMAP plots for scATAC experiments from old vs. young HSCs (**a**–**c**) and Clca3a1^high^ vs. Clca3a1^low^ HSCs (**d**, **e**). Motif accessibility of SPI1 and TEAD4 is color-coded. The pseudotime trajectory is included in **c**, **f**, respectively. **g** Scatter plot that shows the most variable motifs in the given comparisons. **h**, **i** Scatter plot showing the SPI1 and TEAD4 motif accessibility (as Z-score) of individual cells within the pseudotime trajectory for the indicated comparisons. **j** Expression of *Spi1* in the different clusters of the CITE-Seq dataset. **k** Immunoblot for PU.1 in BM-HPC#5 after infection with the indicated shRNAs. Gapdh serves as loading control (experiment repeated once with similar results). The experiment was independently repeated three times. **l** Volcano plot for gene expression changes after PU.1 depletion (shPU1#1 and shPU1#2) in BM-HPC#5 cells. DEGs (padj < 0.05, log_2_FC > 1 or log2FC < (−1), respectively) are colored in blue and red. padj = adjusted *p*-value. **m** Violin plots for the shPU1.up gene set activity in the indicated clusters from the scRNA-Seq dataset of young and old LSK cells (two-sided Wilcox test). **n** Violin plots for the shPU1.up gene set (*n* = 899 genes) and the shPU1.down gene set (*n* = 667 genes) comparing the expression in CLCA3A1^high^ vs. CLCA3A1^low^ LT-HSCs (two-sided Wilcox test). **o** Log_2_ RPKM values of the indicated genes coding for HSC surface markers in CLCA3A1^high^ and CLCA3A1^low^ LT-HSCs, respectively. Data from RNA-Seq comparing CLCA3A1^high^ vs. CLCA3A1^low^ LT-HSCs (*n* = 3 per group, LSK CD34^neg^ CD135^neg^). **p** Representative flow cytometry plots from young and old LSK cells, respectively. In the right panel (LSK old gated on CLCA3A1^low^), the oLSK cells were additionally gated on low CLCA3A1 staining intensity. **q** Barplots summarizing the analysis outlined in **p** (*n* = 33 for young, *n* = 30 for old mice, one-way ANOVA with Tukey HSD post hoc test). Boxplots in **m**, **n**: bottom/top of box: 25th/75th percentile; upper whisker: min(max(x), Q_3 + 1.5 * IQR), lower whisker: max(min(x), Q_1−1.5 * IQR), center: median. Source data are provided as a Source data file.

These data demonstrate that HSC aging is associated with a gradual depletion of PU.1 which correlates with specific features of oHSCs at the transcriptional and immunophenotypic level.

### Decreased *Spi1* expression in yHSC drives features of aging

To test whether decreased PU.1 levels in yHSCs is sufficient to induce an “old-like” HSC phenotype, we depleted PU.1 in yHSCs from 14- to 17-week-old by two independent shRNAs. We analyzed the PB and BM only 2 months after transplantation as PU.1-deficient HSCs are lost shortly after transplantation^31^. PU.1-depleted HSCs rapidly lost their ability to contribute to the production of PB cells but had mostly weaker effects on other parameters in BM and PB (Supplementary Fig. 9a–d). Due to the critical role of PU.1 in progenitors downstream of the HSC compartment, we consequently focused on PU.1’s role in HSCs. Therefore, we performed scRNA-Seq of the LSK compartment from control- (shRen) and PU.1-depleted (shPU1 #1 and shPU1 #2) HSPCs 2 months after transplantation (Fig. 7a–d, Supplementary Fig. 9e). Graph-based clustering revealed seven clusters (Fig. 7a). We used a previously defined stringent HSC vs. MPP1 gene set^23^ (LT-HSC #2, Fig. 2i) to identify “HSC-like cells” in our scRNA-Seq data. In this way, we identified two populations consisting mainly of HSC-like cells (Fig. 7b). One population located in clusters 2 and 5 contained almost exclusively PU.1-depleted HSC-like cells while shRen HSC-like cells were mainly found in cluster 0 (Fig. 7c, d). Just as in BM-HPC#5 cells, PU.1 depletion in young HSC-like cells resulted in drastic gene expression changes, with *Cd34* as well as *Flt3* being potently downregulated (Fig. 7e). Consistent with the previously described role of PU.1 in maintaining HSC quiescence, genes induced after PU.1 depletion in HSC-like cells showed highly significant enrichment for E2F-dependent target genes (Supplementary Fig. 9f, g). Noteworthy, *Taz* mRNA was undetectable in the scRNA-Seq dataset, suggesting that PU.1 depletion alone does not lead to *Taz* induction. The shPU1.up gene set showed high activity exclusively in clusters 2 and 5, which contained shPU1 HSC-like cells (Fig. 7f). Strikingly, PU.1 depletion alone was sufficient to induce an “aged-like” transcriptome in young HSC-like cells without inducing a myeloid-biased LT-HSC gene expression program (Fig. 7g, h) suggesting that decreased PU.1 expression in oHSCs does not contribute to this phenotype or that it takes longer to establish. However, the aHSC gene set showed high activity specifically in PU.1-depleted HSC-like cells with low PU.1 activity—equivalent to high sh.PU1.up activity (Fig. 7i).

**Fig. 7:**
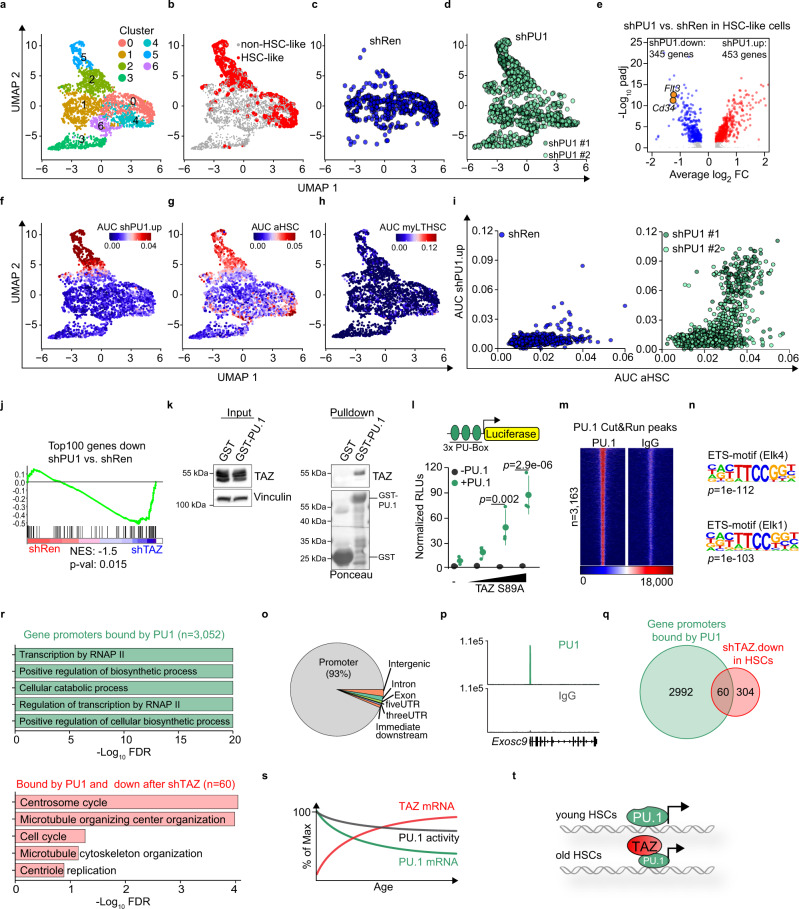
PU.1 depletion in yHSCs leads to “old-like” HSCs. **a**–**d** UMAP plots for CD45.2^pos^ GFP^pos^ LSK cells, isolated 2 months post-transplantation with yHSCs infected with shRen, shPU#1 or shPU#2 lentiviruses. Six clusters (0–6) were identified by graph-based clustering (**a**). HSC-like cells (red) were annotated based on AUC gene set activity for an LT-HSC-specific gene set (**b**) and the corresponding shRNAs are color-coded (**c**, **d**). **e** Volcano plot of differential gene expression in the HSC-like population comparing shRen vs. shPU1 LT-HSCs. **f**–**h** UMAP plots showing the activity of indicated gene sets (color-coded based on the AUC values). **i** Scatter plots showing the aHSC and shPU1.up AUC values of shRen (left) or shPU#1/#2 cells (right) plotted against each other. **j** GSEA analysis of shPU1 vs. shRen transduced HSCs using a gene set consisting of the Top100 genes downregulated by shPU1 in BM-HPC#5 cells. **k** GST pulldowns with cell extracts from 293T cells incubated with either GST or GST-PU-1. Bound TAZ was detected by immunoblot. The experiment was independently repeated three times. **l** Luciferase assay with a reporter construct containing three PU-Boxes. Cells were transfected with increasing amounts of a TAZ S89A construct, either in the absence (−PU.1) or presence (+PU.1) of a PU.1 construct (*n* = 3 independent experiments, one-way ANOVA with Tukey HSD post hoc test). RLUs = relative light units. **m** Heatmap of PU.1 binding at all (*n* = 3163) PU.1 peaks in Cut&Run. IgG serves as negative control. **n** Homer motif analysis, of the most significantly enriched motifs in all PU.1 peaks. **o** Distribution of PU.1 peaks in the genome. **p** Exemplary browser track of PU.1 and IgG Cut&Run signals in the promoter region of *Exosc9*. **q** Venn diagram of gene promoters bound by PU.1 (green) and genes that are downregulated after shTAZ in HSCs (red). **r** Top5 gene ontology terms overrepresented in all PU.1 peaks (*n* = 3523, green) or TAZ-dependent regulated PU.1 peaks (*n* = 60, red). FDR = false discovery rate. **s** Schematic illustrating the changes in TAZ and PU.1 expression and their effect on PU.1 transcriptional activity. **t** Proposed model of how increased TAZ expression in oHSCs maintains PU.1 activity despite reduced PU.1 expression. Data in **k**, **l** are presented as mean values +/− SEM. Source data are provided as a Source data file.

Given the partially overlapping phenotype that depletion of TAZ and PU.1 had on the regenerative potential of HSCs and their opposite activities in our scATAC analyses, we hypothesized that *Taz* is induced during aging to compensate for the decreased PU.1 expression in oHSCs—possibly because TAZ can act as a coactivator for PU.1. Consistent with this hypothesis, PU.1 and TAZ depletion showed a convergent transcriptional response upon depletion (Fig. 7j). Moreover, PU.1 and TAZ physically interacted in GST pulldown assays and TAZ was able to act as a potent PU.1 coactivator in transient luciferase reporter assays in a strictly PU.1-dependent manner (Fig. 7k, l). Since we were not able to obtain high-quality genomic binding data for PU.1 or TAZ from freshly sorted HSCs, we performed Cut&Run for PU.1 in BM-HPC#5 cells to identify genes that are directly regulated by PU.1. The 3163 PU.1 Cut&Run peaks were highly enriched for ETS-motifs and were almost exclusively located in promoter regions (Fig. 7m–p). To identify direct PU.1 target genes that are induced in a TAZ-dependent manner we intersected the PU.1 peaks with the genes that are significantly downregulated in transplanted old CLCA3A1^high^ LT-HSCs (Fig. 4e) upon TAZ depletion (Fig. 7q). We identified here 60 genes that were potently downregulated (with a median log2 fold change of −4.8) upon TAZ depletion (Supplementary Table 1). Here, the two gene ontology terms centrosome and microtubule organization, which play a critical role in mitosis and symmetric vs. asymmetric cell division, were highly enriched in these 60 genes (Fig. 7r). Thus, our data show that age-dependent loss of PU.1 activity in HSCs is sufficient to induce aging phenotypes and that Taz can counteract them, at least in part, by acting as a PU.1 coactivator for specific genes (Fig. 7s, t).

## Discussion

In this study, we describe a role of the Hippo pathway coactivator TAZ in the context of HSC aging and provide evidence that TAZ is part of a fail-safe mechanism that buffers an age-dependent decline in PU.1 activity specifically in HSCs (Fig. 7s, t). Even though YAP/TAZ do not seem to a play a role in yHSCs under homeostatic conditions^16^, these coactivators are required to maintain quiescence in mice challenged with 5-FU^32^. Therefore, like PU.1^29^, YAP/TAZ are required for the maintenance of HSC quiescence under certain conditions. Low cell cycle activity is normally a prerequisite of an HSC for a competitive performance in transplantation assays. CLCA3A1^low^ HSCs, however, showed a higher cell cycle activity (Supplementary Fig. 3b, c) and yet performed better in competitive transplantation assays than CLCA3A1^high^ HSCs (Fig. 3f). This may be explained by the higher *Cdk6* expression of CLCA3A1^ow^ HSCs, as Cdk6 can induce higher HSC cell cycle activity while maintaining HSC repopulation activity^33^.

Using the TAZ-induced surface marker CLCA3A1 as a proxy for Taz activity, we here demonstrate that one can identify “young-like” HSCs with younger features within the pool of oHSCs—a model that we previously proposed^34^. CLCA3A1^low^ LT-HSCs resemble yHSCs at the immunophenotypic, transcriptional, chromatin and functional level. The aging phenotype of CLCA3A1^high^ HSCs is partly driven by a specific gradual downregulation of PU.1 expression in the HSC compartment which contributes to (at least) two phenotypes commonly observed in oHSCs. First, decreased PU.1 activity in oHSCs impacts on the expression of HSC surface markers (Figs. 6l and 7e), such as *Cd34* and *Flt3*, which can provide an explanation for the immunophenotypic increase in HSCs during aging (Fig. 7o–q). Second, lower PU.1 activity is sufficient to induce an “old-like” HSC expression profile (Fig. 7f–i) and thus could potentially contribute to the concomitant poorer fitness in transplantation assays^3^, independently of its effect on HSC markers. At present, it is unclear whether low PU.1 expression in old HSCs is sufficient to explain some of the defects observed in old HSCs at the functional level. This would need to be investigated using a PU.1 reporter mouse in limiting dilution assays.

It is currently unclear, why HSCs show a gradual loss of *Spi1* expression during aging and how low PU.1 activity is sensed in order to induce TAZ. According to our data, PU.1 depletion itself is not sufficient do induce TAZ suggesting that these two events are not intrinsically coupled. PU.1 functions downstream of the pro-inflammatory cytokine Interleukin1-beta (IL1-ß) to maintain HSC quiescence under inflammatory stress^35^. IL1-ß is induced in the aging BM^36^ suggesting a link between the aging niche and HSC fitness via PU.1. Consistently, we observe that CLCA3A1^high^ HSCs transplanted into young hosts lose their phenotype over time potentially implying an impact of the aging niche whereas systemic factors do not seem to influence HSC fitness^19^. However, we cannot exclude the possibility that the stress of secondary transplantation may lead to reawakening of a previously dormant HSC that becomes dominant after secondary transplantation. As Spi1 binding sites are the most significantly enriched regions exhibiting age-dependent DNA hypermethylation in HSCs^7^, it is likely that a low PU.1 activity state is maintained in oHSCs, at least to some extent, via epigenetic modifications. This should be considered for potential rejuvenation strategies that would aim to restore *Spi1* expression in oHSCs. Such an approach would require to hit a narrow “sweet spot” of *Spi1* expression since *Spi1* overexpression in HSCs also leads to rapid HSC exhaustion^35^.

Myeloid skewing, another hallmark of oHSCs, seems to be rather mildly affected by PU.1 or TAZ depletion since it had only mild or no effect on lymphoid vs. myeloid output and PU.1 depletion failed to induce a myeloid bias expression program (Fig. 7h). We therefore believe that there exist additional TFs whose altered activities contribute to myeloid skewing in CLCA3A1^high^ HSCs—this needs to be investigated in the future.

In conclusion, we uncover a pathway in oHSCs connecting PU.1 and the Hippo pathway coactivator TAZ. Understanding its dysregulation in HSCs aging may facilitate development of therapeutic intervention strategies to improve immune function and a healthier aging in the elderly population.

## Methods

### Reagents

A list of reagents (antibodies, chemicals, cytokines, commercial kits) is provided as Supplementary Table 2.

### Mice

Animal experiments were approved by the state government of Thuringia under the animal experiment license FLI-17-024 and FLI-19-012. Female C57BL/6J or C57BL/6JRj mice used as donors for BM transplantation were obtained from The Jackson Laboratory and the Janvier Labs and recipient female C57BL/6-Ly5.1 mice were provided by the Charles River laboratories. C57BL/6JRj mice were also bred at the Leibniz Insitute on Aging – Fritz Lipmann Institute e.V. (FLI). Young mice were between 3–5 months and old animals were 22–28 months. The mice were kept in individually ventilated cages (IVCs) under Specific Pathogen Free (SPF) conditions with a 12 h/12 h dark/light cycle at a temperature of 20 °C and a relative humidity of 55% according to the directives of the 2010/63/EU and GV SOLAS.

### Cell culture

BM-HPC#5 cells were cultured in IMDM (+GlutaMAX, Thermo Fisher Scientific) supplemented with 5% FBS (Gibco), 1% penicillin-streptomycin (Sigma), 25 ng/mL recombinant mouse SCF (AF-250-03, PeproTech), and 10 ng/mL recombinant IL-6 (78052.1, STEMCELL Technologies).

### Lentiviral constructs

All PCR primers and oligonucleotide sequences can be found in Supplementary Table 3. To generate the Taz lentiviral expression vector pLEGO-iG2-Puro-Flag-Taz, the mouse Wwtr1 cDNA was amplified with primers Wwtr1_Flag_EcoRI/Wwtr1_Stop_NotI from vector pEF-TAZ-N_Flag(S89A) (Addgene #19026) and cloned into the lentiviral expression vector LeGO-iG2-Puro (http://www.lentigo-vectors.de/vectors.htm) between the EcoRI and NotI sites.

To generate mirE-based shRNA lentiviral expression vectors SGE-Ren, SGE-shWwtr1 #1/#2, SGE-shPU.1 #1/#2 DNA or oligos containing the specific shRNA sequences were used as template for PCR with primers mirE_Fw/mirE_Rev. The resulting fragments were then cloned (XhoI/EcoRI) into SGE, a modified version of SGEP (Addgene vector #111170) where the PGK-Puromycin resistance cassette was removed by MluI digestion and re-ligation.

### Lentiviral transduction

LentiX (Takara, Cat.# 632180) cells were used for lentivirus production. Cells were co-transfected with 10 μg psPAX2, 2.5 μg pMD2.G, and 10 μg lentiviral vector using PEI (Polyethylenimine, Sigma). Viral supernatants were harvested 24 h, 48 h, and 72 h after transfection and pooled. HSCs were transduced using RetroNectin (Takara) according to the manufacturer’s specification. Briefly, 96-well flat-bottom polystyrene plates were coated with 100 µl of RetroNectin solution (25 µg/ml in sterile PBS) and kept at 4 °C o/n. The solution was removed and the plates were blocked with 200 µl of 2% BSA (in PBS) for 30 min. The BSA solution was removed, the plates were washed once with PBS and directly used for infection.

250 µl of lentivirus was added per well and centrifuged for 2 h (32 °C, 2000 × *g*). The virus was removed, 500 freshly sorted HSCs were added per well and centrifuged for 10 min (32 °C, 1000 × *g*). The cells were incubated o/n in a cell incubator, washed extensively with 2% FBS (in PBS), and used for transplantation. NIH3T3 cells were a kind gift from Prof. Martin Eilers (Würzburg University, Germany).

### Western blotting

Cells were lysed in RIPA buffer (50 mM Hepes pH 7.9, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% Na-deoxycholate, 0.1% SDS) containing sodium pyrophosphate and protease inhibitor cocktail (Sigma). Lysates were cleared by centrifugation, separated on 8% Bis-Tris gels, and transferred to a PVDF membrane (Millipore). Membranes were blocked with 5% skim milk powder in TBS, probed with primary antibodies diluted in 5% BSA in TBS, and finally incubated with the appropriate horseradish peroxidase-coupled secondary antibodies. Visualization was performed using chemiluminescence HRP substrate (Immobilon Western, Millipore).

### RNA-sequencing

For all RNA-sequencing samples, three biological replicates per condition were analyzed. Total RNA was extracted using RNeasy® Micro Kit (Qiagen) with on-column DNaseI (Qiagen) digestion. RNA integrity (all processed samples had a RIN > 8) was verified with the Agilent Bioanalyzer 2100 automated electrophoresis system (Agilent Technologies). mRNA (at least 10 ng) was isolated using the NEBNext® Poly(A) mRNA Magnetic Isolation Module (NEB) and library preparation was conducted with the NEBNext® Ultra RNA Library Prep Kit for Illumina (NEB) with Dual Index Primers (NEBNext® Multiplex Oligos for Illumina, NEB) following the manufacturer’s description. Cycles for amplification of the cDNA were determined by qRT-PCR. Libraries were quantified with the Agilent 2100 Bioanalyzer automated electrophoresis system (Agilent Technologies) and subjected to 51 bp single-end Illumina Sequencing on a HiSeq 2500 in high-output mode. Reads were extracted in FastQ format using bcl2fastq v1.8.4 (Illumina).

### RNA-sequencing analysis

Adapter removal, size selection (reads > 25 nt) and quality filtering (Phred score > 43) of FASTQ files was performed with cutadapt (http://cutadapt.readthedocs.io/en/stable/guide.html#). Reads were then aligned to the mouse genome (mm10) using bowtie2 (v2.2.9) using default settings. Differential gene expression analysis was performed with edgeR (v3.26.8) using default parameters. PCA analysis was performed using DESeq2 on the 500 most variable genes.

### FAST-ATAC-Seq

The ATAC-Seq experiments were performed as described previously^34^. Three biological replicates per condition were analyzed. Briefly, 5000 cells resuspended in 50 µl of Transposase mixture: 1x Tagment DNA buffer, 0.5% TDE1 both from (Illumina Tagment DNA TDE1 Enzyme and Buffer Kits, 20034197) and 0.01% Digitonin (Sigma-Aldrich, D141-500MG). Cells were incubated for 30 min at 37 °C, 300 rpm, and the reaction was stopped by proceeding with DNA purification using the ChIP DNA clean & Concentrator (Zymo Research). The transposed DNA fragments were preamplified by a first PCR reaction with 5 cycles containing barcoded Nextera PCR primers. The optimal number of cycles was determined by a SybrGreen qPCR reaction containing a 5 µl aliquot from the first PCR. The second PCR was then carried out with 8 cycles and the libraries were purified by AMPure XP beads. Libraries were quantified with the Agilent 2100 Bioanalyzer and sequenced using a NextSeq500 and a 75 cycle High Output v2.5 kit in paired-end mode (40 bp each read). Extraction of FastQ files was done using bcl2fastq v2.20.0.422 (Illumina).

### FAST-ATAC-Seq analysis

For the primary analysis (Quality filtering, adapter trimming, mapping, removal of PCR duplicates) we used a publicly available ATAC-Seq pipeline (https://github.com/nf-core/atacseq). Peak calling was performed with Genrich (https://github.com/jsh58/Genrich) using default parameters and the overlap of the peaks was determined with the help of ChIPpeakAnno (https://www.bioconductor.org/packages/release/bioc/vignettes/ChIPpeakAnno/inst/doc/ChIPpeakAnno.html). Functional GO term annotation of ATAC-Seq peaks was performed using HOMER’s findGO option after annotating the peaks with the closest gene using the annotatePeaks option in HOMER. ChromVAR (https://bioconductor.org/packages/release/bioc/html/chromVAR.html) was used to analyze the chromatin accessibility of transcription factor motifs in peaks. Heatmaps and normalized bigwig files were generated by deepTools (https://deeptools.readthedocs.io/en/develop/).

### Statistics and reproducibility

All statistical analyses were performed in R (v4.1.0). The graphs always display the mean value and the standard error of the mean (SEM) unless stated otherwise. The statistical test performed is always given in the respective Figure legend.

### qRT-PCR

RNA was extracted with peqGOLD TriFast Reagent (Peqlab). First-strand cDNA synthesis was performed using M-MLV Reverse Transcriptase (Promega) and random hexamers (Sigma) according to standard procedures. PCR reaction was performed in technical triplicates using Innumix SybrGreen Mix (Analytik Jena). Gene expression was analyzed with a StepOnePlus™ Real-Time PCR System (Thermo Scientific). The expression values were normalized to *B2m* as housekeeping gene using the ddCt method. The primer sequences are listed in Supplementary Table 3.

### Isolation of primary HSPCs from mouse and flow cytometry

Femurs, tibias, hips, humeri, and spine were isolated from female C57BL/6JRj mice (Janvier Labs) of various ages and crushed in ice-cold FCM buffer (2% FCS, 1 mM EDTA in PBS). Cells were filtered through a 70 μm cell strainer and subjected to c-kit enrichment using an anti-c-Kit-APC antibody (BioLegend), anti-APC magnetic beads (Miltenyi Biotec), and LS MACS columns (Miltenyi Biotec). c-kit enriched cells were then incubated with a mixture of biotin-conjugated lineage antibodies (ThermoFisher Scientific) (against Gr1, TER-119, B220, CD11b, CD3, CD4, and CD8). When required, unconjugated anti-Clca3a1 antibody (DSHB) was also added in this step. Cells were subsequently washed with FCM and stained with fluorophore-conjugated antibodies. If anti-Clca3a1 antibody was added to the lineage antibody mix, anti-syrian hamster IgG2 conjugated to Brilliant Violet 711 dye (BioLegend) was also used in combination with HSC staining. For flow cytometric analysis and subsequent sorting, cells were washed once after staining and resuspended in FCM. The cell suspension was then filtered through (40 µm) and 1 μM SYTOX Blue dead cell stain (Thermo Fisher Scientific) was added. Fluorescence-activated sorting panels were set up using the automatic compensation feature of the FACS Diva software (BD Biosciences) according to the manufacturer’s instructions with unstained cells or Ultracomp eBeadsTM (Thermo Fisher Scientific) as single-stained compensation controls (see the eBeadsTM manual for the protocol). Cells were sorted into BSA-coated 15 mL low-binding Falcon tubes with 0.1% BSA in IMDM using the BD FACSAria Fusion cell sorter (BD Biosciences) and were stored on ice until further processing.

### Single-cell colony assay

Freshly isolated or transduced LSK cells were plated into round-bottom 96-well plate as a single cell per well containing 100 μL of single cell colony formation medium composed of StemSpan^TM^ Serum-free expansion medium (SFEM, #09650, STEMCELL Technologies) supplemented with 1% Penicillin-Streptomycin (Thermo Fisher Scientific) and 10 ng/mL recombinant mouse SCF, TPO, and IL-3 (STEMCELL Technologies) by BD FACSAria Fusion or FACS Melody™. Images of individual wells were taken by the IncuCyte S3 Live-Cell Analysis System (Sartorius) according to the manufacturer’s instructions.

### Culture of primary murine HSPCs

Freshly sorted LSK cells (1–2 × 10^4^ cells/replicate) were seeded into 200 μL of HSPC culture medium composed of StemSpan^TM^ Serum-free expansion medium (SFEM, #09650, STEMCELL Technologies) supplemented with 1% Penicillin-Streptomycin (Thermo Fisher Scientific) and 50 ng/mL recombinant mouse SCF and TPO (STEMCELL Technologies) per well of a 48-well-plate and incubated at 37 °C, with 5% CO_2_ and 95% relative humidity. After 8–24 h of incubation, cells were transduced by concentrated lentivirus in SFEM medium supplemented with 10 ng/mL SCF, TPO, and IL-3 (STEMCELL Technologies). Forty-eight hours post transduction, cells were washed extensively in 0.1% BSA/PBS and single cells were plated in 96-well plates containing HSPC culture medium. For RNA-Sequencing from Taz S89A overexpressing LSK cells, RNA was isolated 3 days after lentiviral transduction.

### Competitive bone marrow transplantation (BMT) assay

BMT assay was carried out according to protocols approved by the state government of Thuringia under the animal experiment license FLI-17-024. To study their ability for multilineage reconstitution in vivo, Clca3a1^high/low^ CD34^neg^ LSK cells were isolated from donor female C57BL/6JRj mice (Janvier Labs) and purified by flow cytometry (BD Biosciences FACSAria Fusion cell sorter). Cells were either used as such for transplantation or were subjected to lentiviral transduction to investigate the effect of Taz depletion. 8–12-week-old C57BL/6-Ly5.1 recipient mice (Charles River) were subjected to whole body irradiation (12 Gy γ-irradiation from a Caesium-137 source) on the day of the transplantation. Unfractionated BM cells of young (<30 weeks) CD45.1/CD45.2 female C57BL/6JRj mice were transplanted as competitor cells together with the donor cells. To this end, 500 Clca3a1^high/low^ HSCs were transplanted per recipient by tail vein injection along with 2 × 10^5^ CD45.1/CD45.2 competitors. The recipient mice received fresh sterile drinking water with 0.01% Enrofloxacin (Baytril®, Bayer, Germany) each day during the first week after transplantation to prevent the risk of bacterial infections.

### Peripheral blood analysis

PB analysis of the recipient mice was performed every 4 weeks post-transplantation until sacrifice. Blood samples were collected from the *Vena facialis* into tubes containing 8 µl of 0.5 M EDTA and stained with fluorophore-conjugated antibodies (BioLegend) against CD45 variants and lineage markers for 30 min on ice (anti-CD45.1-PE, anti-CD45.2-PerCP/Cy5.5, anti-Gr1-PE-Cy7, anti-CD11b-APC-Cy7 or CD11b-FITC, anti-CD4-Alexa Fluor 700, anti-CD8a-APC, anti-B220-Brilliant Violet 605). Red blood cells were then lysed in 1X BD Pharm Lyse lysing solution (BD Biosciences) for 8–10 min. Cells were washed twice in FCM, resuspended in fresh FCM, and filtered through a 40 μm mesh. After addition of 1 μM SYTOX Blue dead cell stain (ThermoFisher Scientific), cells were subjected to flow cytometry analysis using the BD LSR Fortessa (BD Biosciences).

### Bone marrow analysis

Four months after transplantation, recipient mice were sacrificed using CO_2_ and the total BM was isolated by flow cytometry. The BM samples were split between two wells of a 96-well-plate to be stained with two different fluorophore-conjugated antibody cocktails. For the analysis of chimerism and progenitor populations, BM cells were first stained with biotin-conjugated lineage antibodies and anti-Clca3a1 antibody in 50 μL volume of FCM buffer. After washing in FCM, cells were incubated with anti-c-kit-APC, anti-Sca1-PE-Cy7, streptavidin-EFluor450, anti-CD34-FITC, anti-hamster-Brilliant Violet 711, CD45.1-Alexa Fluor 700, CD45.2-PerCP-Cy5.5, CD127-Brilliant Violet 605, and CD16/32-APC-Cy7 (ThermoFisher Scientific and BioLegend). Finally, cells were washed, filtered, stained with SYTOX Blue dead cell stain (Thermo Fisher Scientific) and analyzed using the BD LSR Fortessa (BD Biosciences).

### CITE-Seq of sorted LSK cells

For CITE-Seq, LSK cells were isolated from young and old mice (four per age group) and purified by flow cytometry as described above with some modifications: BM cells were stained simultaneously with antibodies for sorting and CITE-Seq in three steps. BM cells were incubated with an anti-Clca3a1 antibody, then with a lineage mix of biotinylated antibodies together with an anti-syrian hamster PE/Cy7 antibody and finally the cells were stained with streptavidin eF450, anti-c-Kit-APC and anti-Sca1-FITC. At this last step all Total-seq antibodies were added: anti-PE, anti-CD150, anti-CD48+ isotype controls. After sorting in PBS 0.04% BSA, cells were washed, counted with an automated cell counter (EVE, NanoEnTek), and adjusted to a concentration of 1000 cells/μL.

Cells were subjected to the Chromium single cell 3’ assay v3 (10X Genomics) as recommended by the manufacturer. After cDNA amplification, ADT-derived cDNAs and mRNA-derived cDNAs were separated based on their size using 0.6x AMPure XP Beads (Beckman Coulter). The mRNA-derived cDNAs contained in the bead fraction were further processed following the standard 10X Genomics protocol in order to generate single-cell (sc)RNA libraries. The ADT-derived cDNAs contained in the supernatant were further purified as follows: 1.4x beads were added to obtain a final AMPure beads concentration of 2x and samples were incubated 10 min at RT. Supernatant was discarded and beads were washed with Ethanol 80%, air-dried and resuspended in 50 µL water. The same procedure was repeated once. Beads were washed twice with Ethanol 80% and air-dried. The purified ADTs were subsequently eluted in 45 μL water at RT for 5 min. To generate the ADT sequencing library, 45 μL ADTs were used as template in a 100 µL PCR reaction with the NEBNext® High Fidelity Master Mix (NEB), a Truseq small RNA RPIx (containing i7 index) primer and the 10X Genomics SI-PCR primer (see primer table). The PCR products were incubated with 1.6x AMPure beads at RT for 5 min. After washing the beads twice with Ethanol 80%, the ADT library was eluted in 30 μL water. The libraries were quantified using an Agilent Tapestation 4200. The scRNA-Seq libraries and the ADT libraries were sequenced together on an Illumina NextSeq500 platform using a 75 cycle High Output v2.5 kit. The following sequencing cycles were performed: R1 (10x barcode + UMI): 26 bp; R2 (cDNA): 53 bp; i7 index: 8 bp. Extraction of FastQ files was done using bcl2fastq v2.20.0.422 (Illumina).

### CITE-Seq analysis

FASTQ files from the sequencing runs were analyzed using the 10X Genomics Cell Ranger (v3.1.0) software. Briefly, the *cellranger count* function was used to count the UMIs/cell and the datasets were subsequently normalized by *cellranger aggr*. The resulting count matrix was subsequently analyzed by Seurat (4.0.3). Only cells with less than 10% mitochondrial counts and more than 1500 unique features were kept for further analysis. In order to perform a comparative analysis of old vs. young LSK cells, the data were normalized by SCTransform and an integrated analysis using the FindIntegrationAnchors function (with dims = 30) was performed.

The activity of gene sets was analyzed by AUCell^31^ and added to the Seurat object. The UMIs of the ADTs were counted and mapped using the CITE-seq-Count tool (https://hoohm.github.io/CITE-seq-Count/) using the following options: CITE-seq-Count -R1 R1.fastqgz -R2 R2.fastq.gz -cbf 1 -cbl 16 -umif 17 -umil 26 -cells # of cellranger output. All ADT data were log-transformed.

### scATAC-Seq

The data were obtained from four mice, with each mouse contributing the same number of cells to the sample. 10,000 cells of Clca1^high^ and Clca1^low^ LT-HSCs were sorted into round-bottom 96-well plate containing 0.04% BSA/PBS. For nuclei isolation, cells were lysed with chilled lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween 20, 0.1%Nonidet P40, 0.01% Digitonin, 1% BSA) on ice for 3 min. Cells were washed with wash buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween 20, 1% BSA). Supernatant was discarded and cells were resuspended in 1X Nuclei Buffer (10X Genomics, PN-2000153/2000207). Nuclei suspension was directly subjected into library preparation using Chromium Next GEM Single Cell ATAC kit v1.1 (10X Genomics) according to the manufacturer’s description. Libraries were quantified with the Agilent 2100 Bioanalyzer. Sequencing was done using a NextSeq500 in combination with a 75 cycle High Output v2.5 kit. The following sequencing cycles were performed: R1 (sequencing of interest: 33 bp; R2 (sequencing of interest): 33 bp; i7 index (sample index): 8 bp; i5 index (10X barcode): 16 bp. Extraction of FastQ files was done using bcl2fastq v2.20.0.422 (Illumina).

### scATAC-Seq analysis

FASTQ files were analyzed by the 10X Genomics cellranger-atac pipeline (v1.2.0). The transcription factor motif accessibility is taken from the cellranger output. ChromVAR was used to cluster the cells based on their accessibility in peaks for all motifs from the JASPAR2016 database comprising 386 transcription factor binding motifs.

### Cut&Run

Briefly, for each CUT and RUN reaction 200,000 BM-HPC#5 cells were washed, resuspended in 100 μl wash buffer (20 mM HEPES, pH 7.5, 150 mM NaCl, 0.5 mM Spermidine) and bound to 10 μl activated concanavalin A magnetic beads for 10 min at room temperature.

Bead-bound cells were then incubated in 100 μl antibody buffer (wash buffer + 0.01% digitonine and 2 mM EDTA) with the desired antibody (1:100) overnight at 4 °C. As negative control an IgG rabbit antibody was used. Beads were washed in digitonin wash buffer (wash buffer + 0.01% digitonin) and incubated 1 h at 4 °C with 1 μg/mL protein A/G Micrococcal Nuclease fusion protein (pA/G MNase). After 3 washing steps in digitonin wash buffer, beads were rinsed with Low salt buffer (20 mM HEPES, pH 7.5, 0.5 mM Spermidine, 0.01% digitonine) and placed in 200 µl incubation buffer (20 mM HEPES, pH 7.5, 10 mM CaCl_2_, 0.01% digitonin) at 0 °C to initiate cleavage. After 30 min, reactions were stopped by adding 200 µl STOP buffer (170 mM NaCl, 20 mM EGTA, 0.01% digitonin, 50 µg/ml RNAse A) and the samples were incubated 30 min at 37 °C to digest the RNA and release the DNA fragments.

The samples were then treated with proteinase K for 1 h at 50 °C and the DNA was purified using Phenol/Chloroform/Isoamyl alcohol. After precipitation with glycogen and Ethanol, the DNA pellet was resuspended in 0.1 X TE and used for DNA library generation with the NEBNext® Ultra™ II DNA Library Prep Kit for Illumina® (New England Biolabs) according to the manufacturer’s recommendations. Adapter ligation was performed with 1:25 diluted adapter and 15 cycles were used for library amplification.

### Luciferase assay

LentiX (293T) cells were transfected with a pGL4-20 luc2/Puro (Promega) vectors containing a PU-box reporter construct using PEI reagent. pCDNA3 and pCDNA3-HA-PU.1 were co-transfected together with increasing amounts of pLeGO-iG2-Puro and pLEGO-iG2-Puro-Flag-TAZ(S89A). Forty-eight hours post-transfection, cells were lysed with passive lysis buffer (Promega) and luciferase activity was measured in a Luminometer (Berthold Technologies). Equal amounts of a CMV-Renilla construct were always co-transfected and firefly luciferase light units were normalized to Renilla luciferase activity.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The Next-generation sequencing data generated in this study have been deposited in the GEO database under accession code GSE157464. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Taz protects hematopoietic stem cells from an aging-dependent decrease in PU.1 activity
**Source:** Nat Commun. 2022 Sep 3;13:5187. doi: 10.1038/s41467-022-32970-1
**Supplement:** Supplementary file 1 — Supplementary Information

a

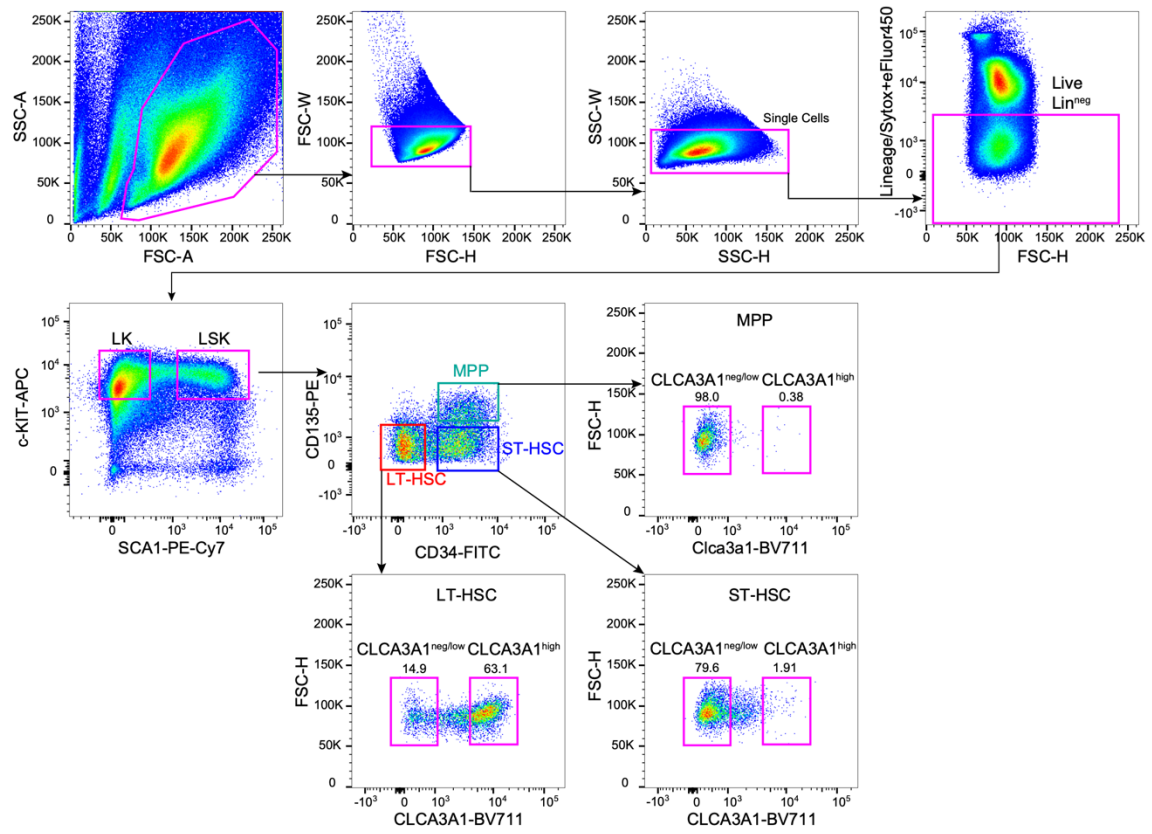

**b**

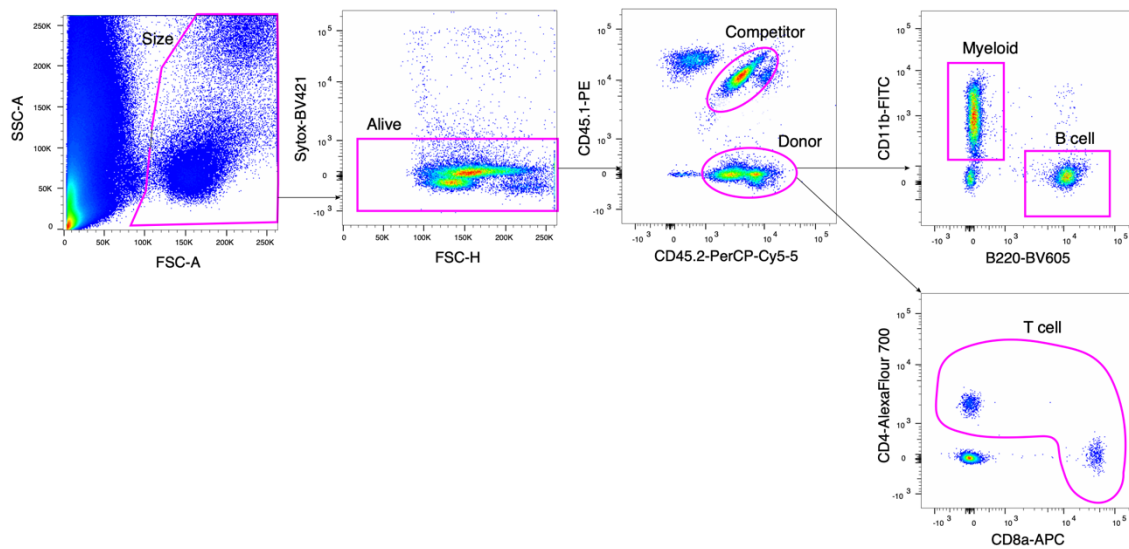

**c**

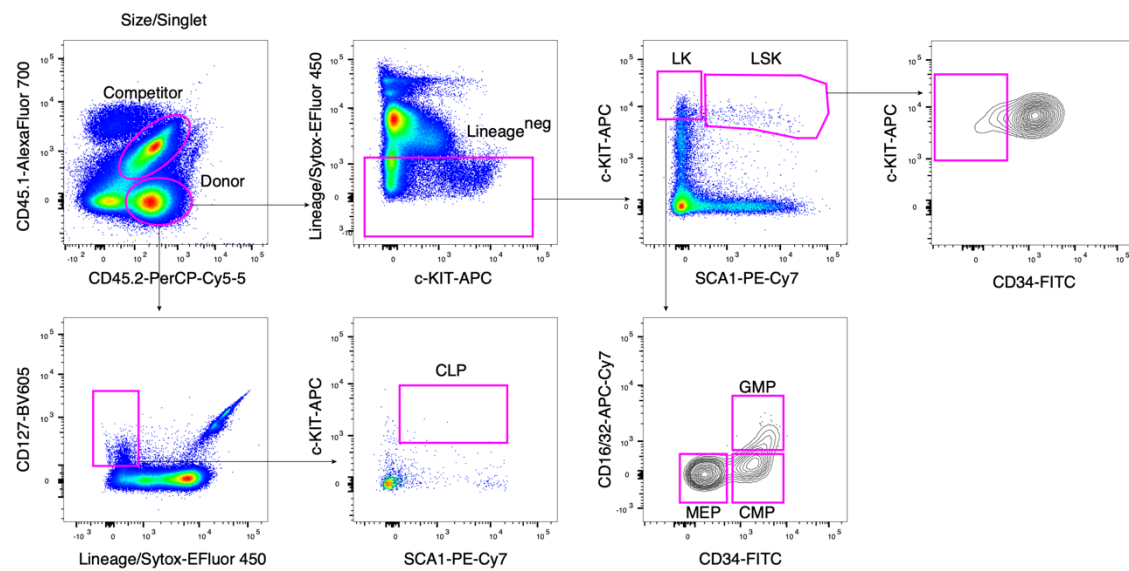

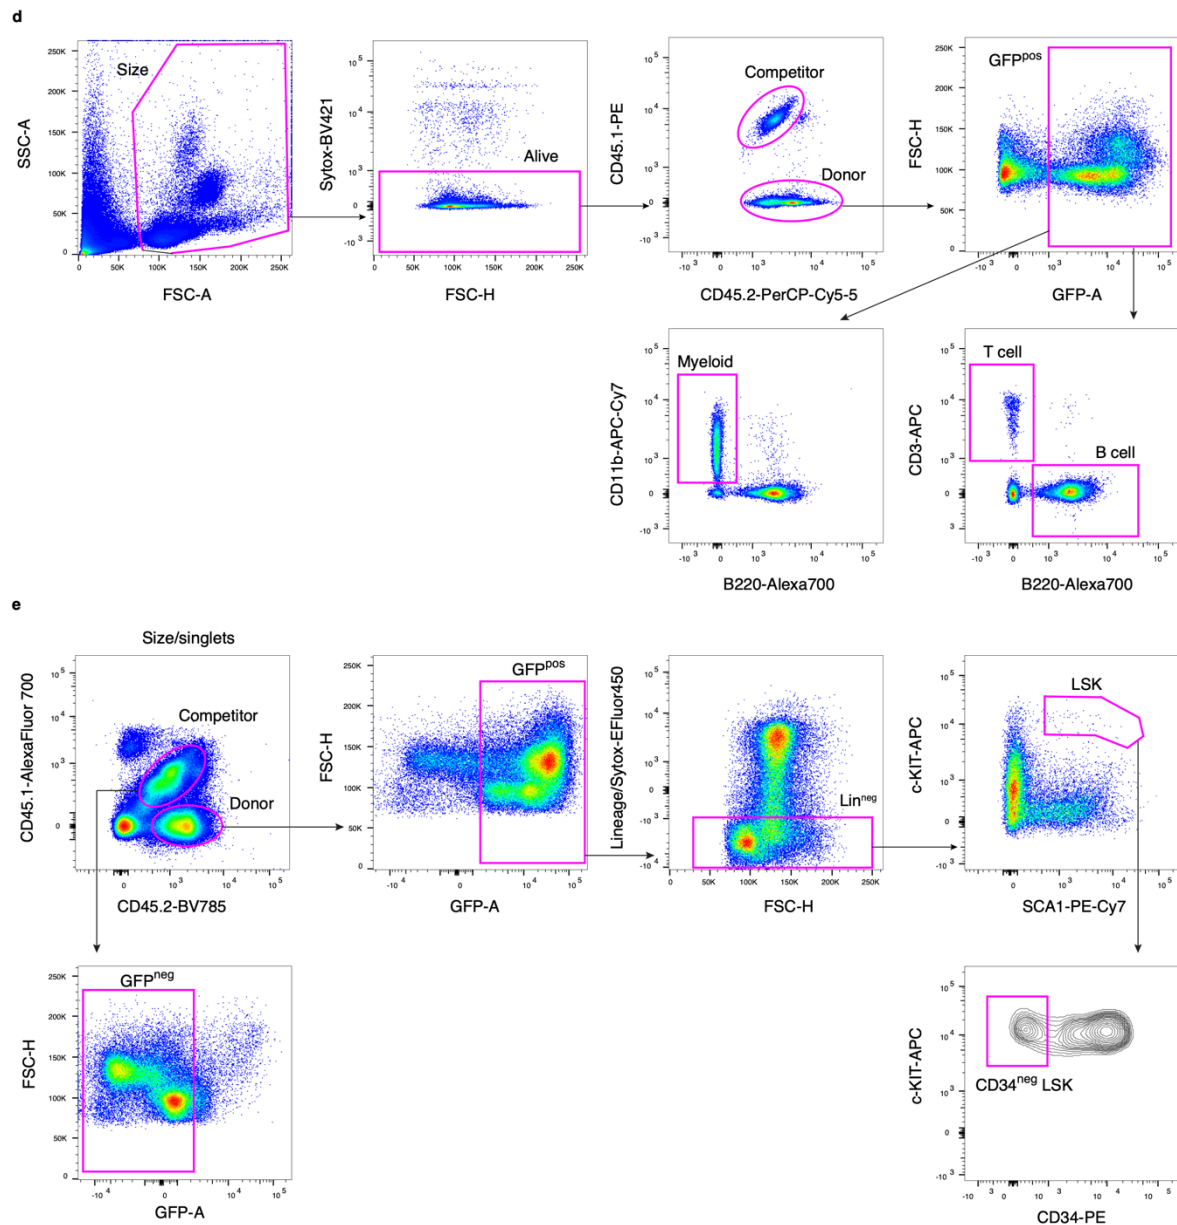

**Supplementary Fig. 1: Representative flow cytometry plots of all analyses performed in this study.**

- LT-HSCs, ST-HSCs, MPPs,  $Clca3a1^{high}$  and  $Clca3a1^{low}$  LT-HSCs in bone marrow: Flow cytometry plots of c-Kit enriched bone marrow from an old mouse that illustrates the stainings of the indicated cell populations and the gating strategy used for cell sorting.
- Peripheral blood analysis of a recipient that illustrate the stainings of the indicated cell populations and the gating strategy used for analysis. This analysis was performed four months after transplantation.
- Bone marrow analysis of a recipient that illustrate the stainings of the indicated hematopoietic progenitor cell populations and the gating strategy used for analysis. This analysis was performed four months after transplantation.
- Peripheral blood analysis of a recipient receiving HSCs transduced with a lentivirus expressing GFP along with the shRNA. The stainings of the indicated cell populations and the gating strategy used for analysis are indicated. This analysis was performed four months after transplantation.
- Bone marrow analysis of a recipient receiving HSCs transduced with a lentivirus expressing GFP along with the shRNA. The stainings of the indicated hematopoietic progenitor cell populations and the gating strategy used for analysis are indicated. This analysis was performed four months after transplantation. Source data are provided as a Source Data file.

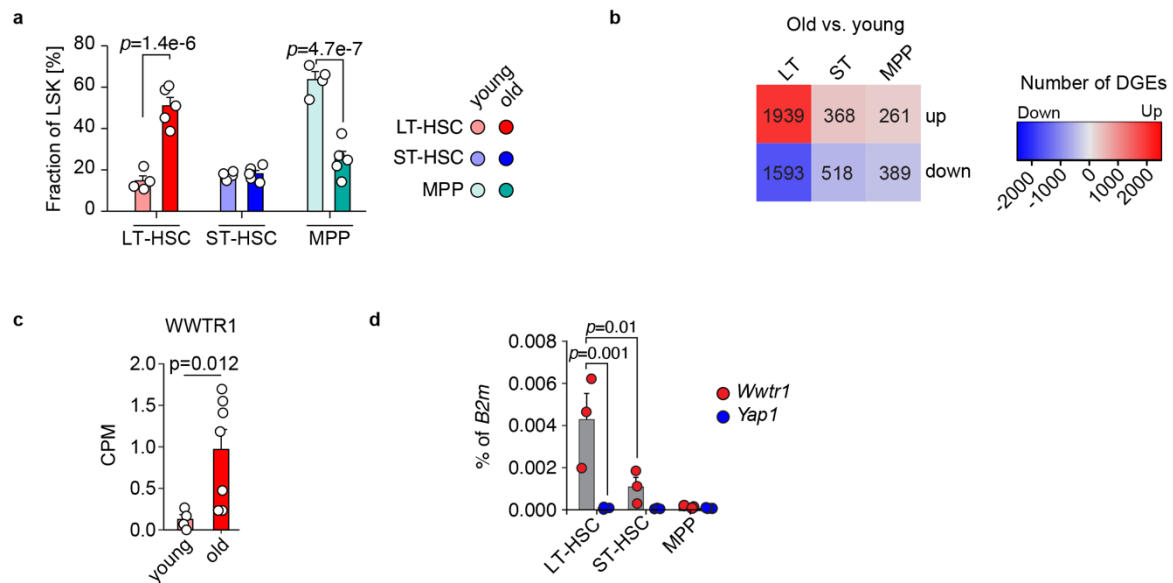

**Supplementary Fig. 2: Taz is up-regulated in aging HSCs in mouse and human.**

- Bargraph of flow cytometric analysis of young and old mice. (n=4 for young and n=5 for old, one-way ANOVA with Tukey HSD post hoc test). Data are presented as mean values +/- SEM.
- Summary of differentially expressed genes comparing old vs. young LT-HSCs.
- Gene expression of *WWTR1* in HSPCs of young (20-30 years, n=4) and old (50-60 years, n=7) humans. The RNA-Seq count matrix was downloaded from GEO (GSE115348). Welch T-test. Data are presented as mean values +/- SEM.
- qRT-PCR analysis for *Yap1* and *Wwtr1* expression of old mice. The data were normalized to *B2m* by the  $\Delta\Delta CT$  Method. (data is from n=3 old animals). One-way ANOVA with Tukey HSD post hoc test. Data are presented as mean values +/- SEM. Source data are provided as a Source Data file.

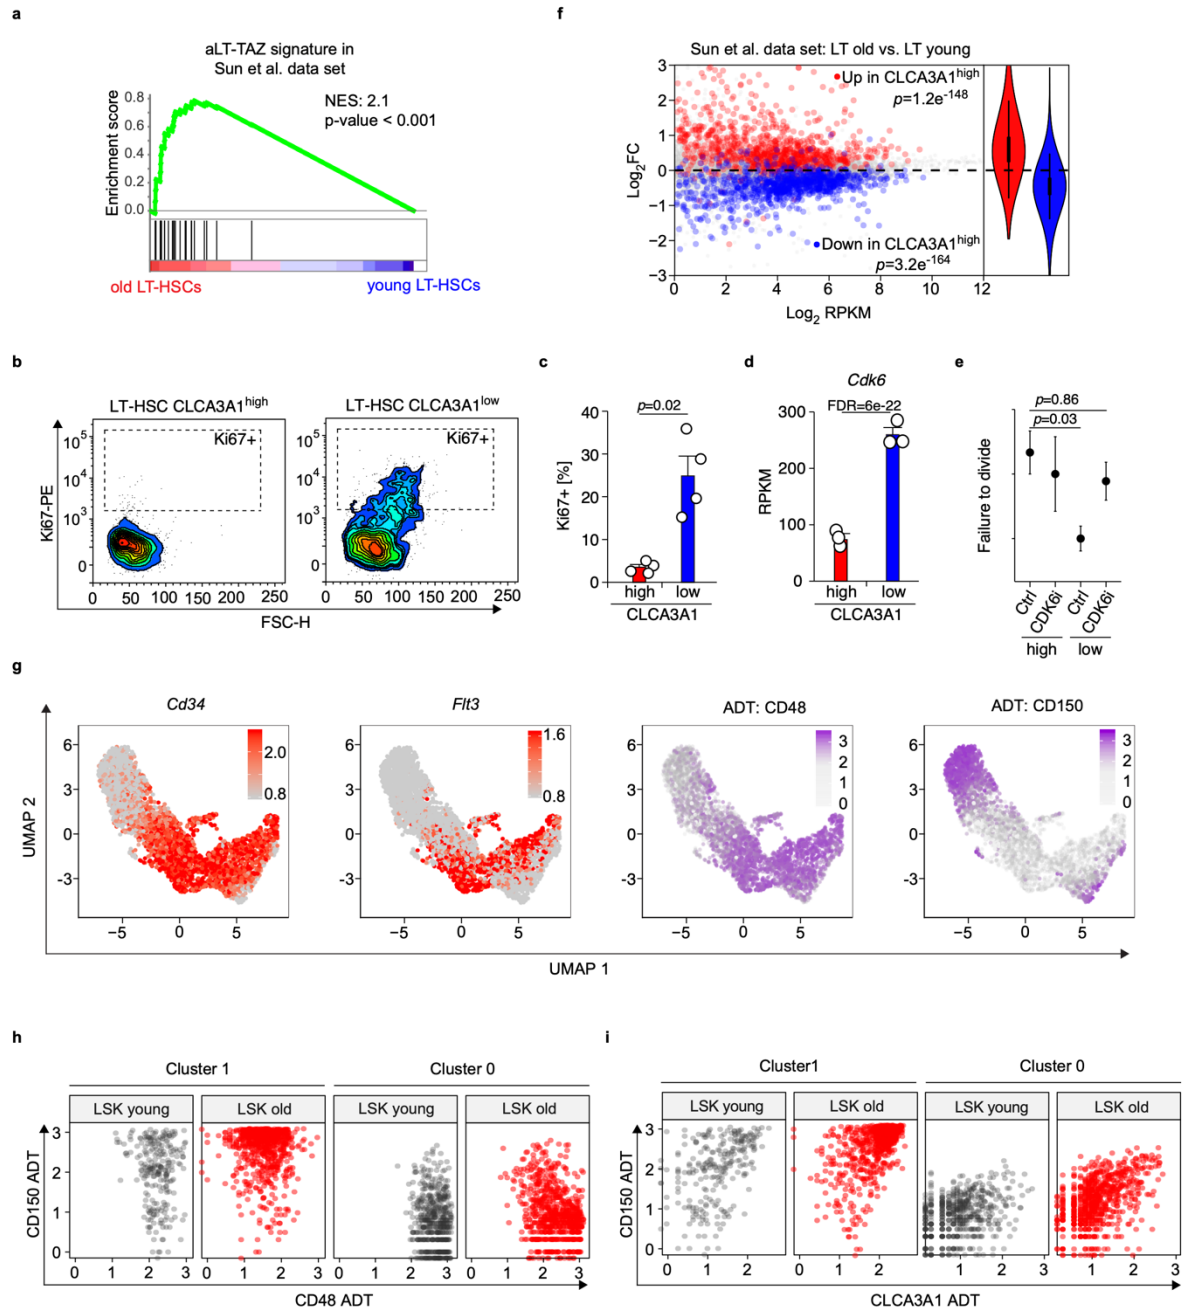

**Supplementary Fig. 3: Clca3a1<sup>low</sup> HSCs resemble young HSCs on the transcriptional level.**

- GSEA analysis of an RNA-Seq study (GSE47817) comparing old vs. young HSCs using the aLT-TAZ signature. NES=normalized enrichment score.
- Representative intracellular Ki67 flow cytometry plots in Clca3a1<sup>low</sup> and Clca3a1<sup>high</sup> CD34<sup>neg</sup> CD135<sup>neg</sup> LSK cells.
- Quantification of samples analysed in b (n=4, one-way ANOVA with Tukey HSD post hoc test). Data are presented as mean values +/- SEM.
- Cdk6* mRNA expression from the Clca3a1<sup>high</sup> vs. Clca3a1<sup>low</sup> bulk RNA-Seq data set (n=3 per group). RPKM=reads per kilobase per million mapped reads. FDR=false discovery rate. Data are presented as mean values +/- SEM.
- Cells that failed to enter cell cycle upon plating *in vitro*. Single cells were plated into single wells and cultured for 72 h either with solvent control (Ctrl) or 50 nM of the specific Cdk4/6 inhibitor PD033299 (CDK6i). Cells that failed to divide were counted. N=3 biological replicates. Approximately one hundred cells per condition were counted. (Significance test for negative binomial distribution). Data are presented as mean values +/- SEM.

- f. MA plot of differentially expressed genes between old vs. young HSCs. The data was downloaded from GEO (GSE47817). The genes that were up-regulated in *Clca3a1*<sup>high</sup> vs. *Clca3a1*<sup>low</sup> HSCs are highlighted in red, the down-regulated genes are highlighted in blue.
- g. 

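Cd34 and Flt3 transcripts mark progenitors that have left the long-term stem cell state, and CD48 and CD150 proteins were read from the tags. In the 555 cells of the CD150-high CD48-low gate, which uses no transcript, Cd34 stood at 88.6 CPM (82.0 to 95.6), against 457 CPM (452 to 463) in the other cells with tags, a ratio of 0.194 (0.179 to 0.209). Within the libraries of suffix 1 and 2 the ratio was 0.380 and 0.0983. Flt3 had 41 UMIs in the gate, or 5.45 CPM (3.91 to 7.40), and stood at 156 CPM (153 to 159) outside it, with ratios of 0.0634 and 0.0172 within the libraries.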

UMAP plots showing the expression of *Cd34* and *Flt3* mRNA (red), and CD48 and CD150 protein level (purple) by antibody-derived tags (ADTs)
- h.-i. 

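The tag values are log10 of the tag counts of each cell, as the authors deposited them, and the clusters are numbered as in the clustering made here, where the HSC-like cluster is number 0. The median CD150 count was 371 tags per cell in cluster 0 and 7 in cluster 1. For CD48 the medians were 53 in cluster 0 and 292 in cluster 1, and for CLCA3A1 they were 97 and 11. The tags that mapped to no antibody differed less, with medians of 29 in cluster 0 and 22 in cluster 1. The central 90% of cells in cluster 0 ran from 3 to 429 CLCA3A1 tags, and in cluster 1 from 1 to 94.4.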

Signal of the indicated antibody-derived tags (log-transformed data) stratified according to cluster 1 and cluster 0, respectively. Cluster 1 contains LT-HSCs.  
Source data are provided as a Source Data file.

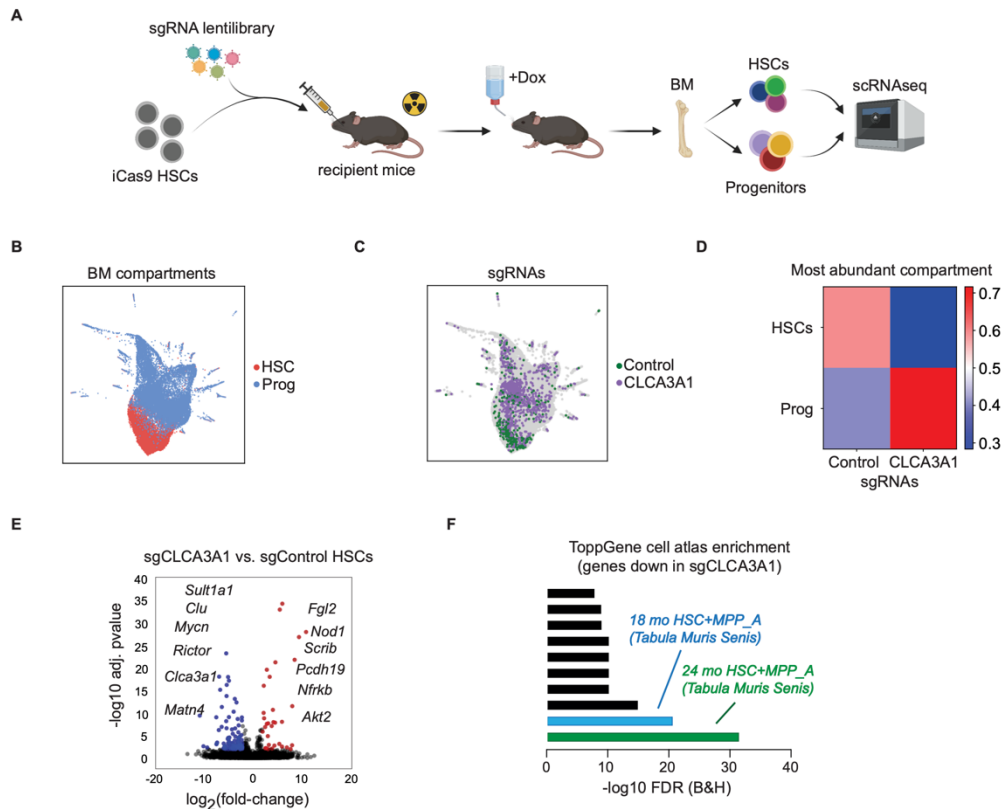

**Supplementary Fig. 4: *Clca3a1* depletion correlates with increased HSC differentiation and a decreased aged-HSC signatures.**

- Scheme of the *in vivo* CRISPR screening for inhibitors of HSC differentiation. HSCs were purified from 8-10 week-old donor mice and transduced with a CROP-Seq lentiviral library to express sgRNAs and mNeonGreen at an MOI of 0.3. After 8h in culture, transduced donor cells were transplanted in lethally-irradiated recipients. Dox was added in drinking water to induce Cas9 (and gene KO) after stable myeloid engraftment was achieved. Two months after Dox addition, bone marrow cells were isolated from all bones, and mNeonGreen expressing HSCs (CD150<sup>pos</sup> LSKs) and Progenitors (remainder of c-Kit<sup>pos</sup> cells) were analyzed by bulk DNA-Seq and scRNA-Seq to measure the distribution of sgRNAs across different hematopoietic compartments.
- Graph embedding of isolated HSC and Progenitor transcriptomes labeled according to their sample source hematopoietic compartment: HSCs, hematopoietic stem cells. Prog, Progenitors.
- Graph embedding of isolated HSC and Progenitor transcriptomes labeled according to their corresponding sgRNA sequence (Control and *Clca3a1* sgRNA cells are colored green and purple, respectively).
- Heatmap showing the relative frequency of Control sgRNA cells and *Clca3a1* sgRNA cells across each BM compartment. In contrast to control cells, *Clca3a1* cells are principally detected in the Progenitor compartment.
- Volcano plot of the differential expression analysis comparing sg*Clca3a1* and sgControl HSCs. The plot shows the  $\log_2$  fold-change (x-axis) and the negative  $\log_{10}$  adjusted p-value (y-axis) for each gene in the analysis. Genes significantly enriched in sg*Clca3a1* HSCs are highlighted in red. Genes significantly downregulated in sg*Clca3a1* HSCs are highlighted in blue (*Sult1a1*, *Clu*, *Mycn*, *Rictor*, *Clca3a1*, *Matn4*).
- Enriched signatures downregulated in sg*Clca3a1* (from the ToppGene cell atlas database). The top two enriched signatures are highlighted and labeled (transcriptome profiling of 18-month-old and 24-month-old LT-HSCs from the Tabula Muris Senis project).

Source data are provided as a Source Data file.

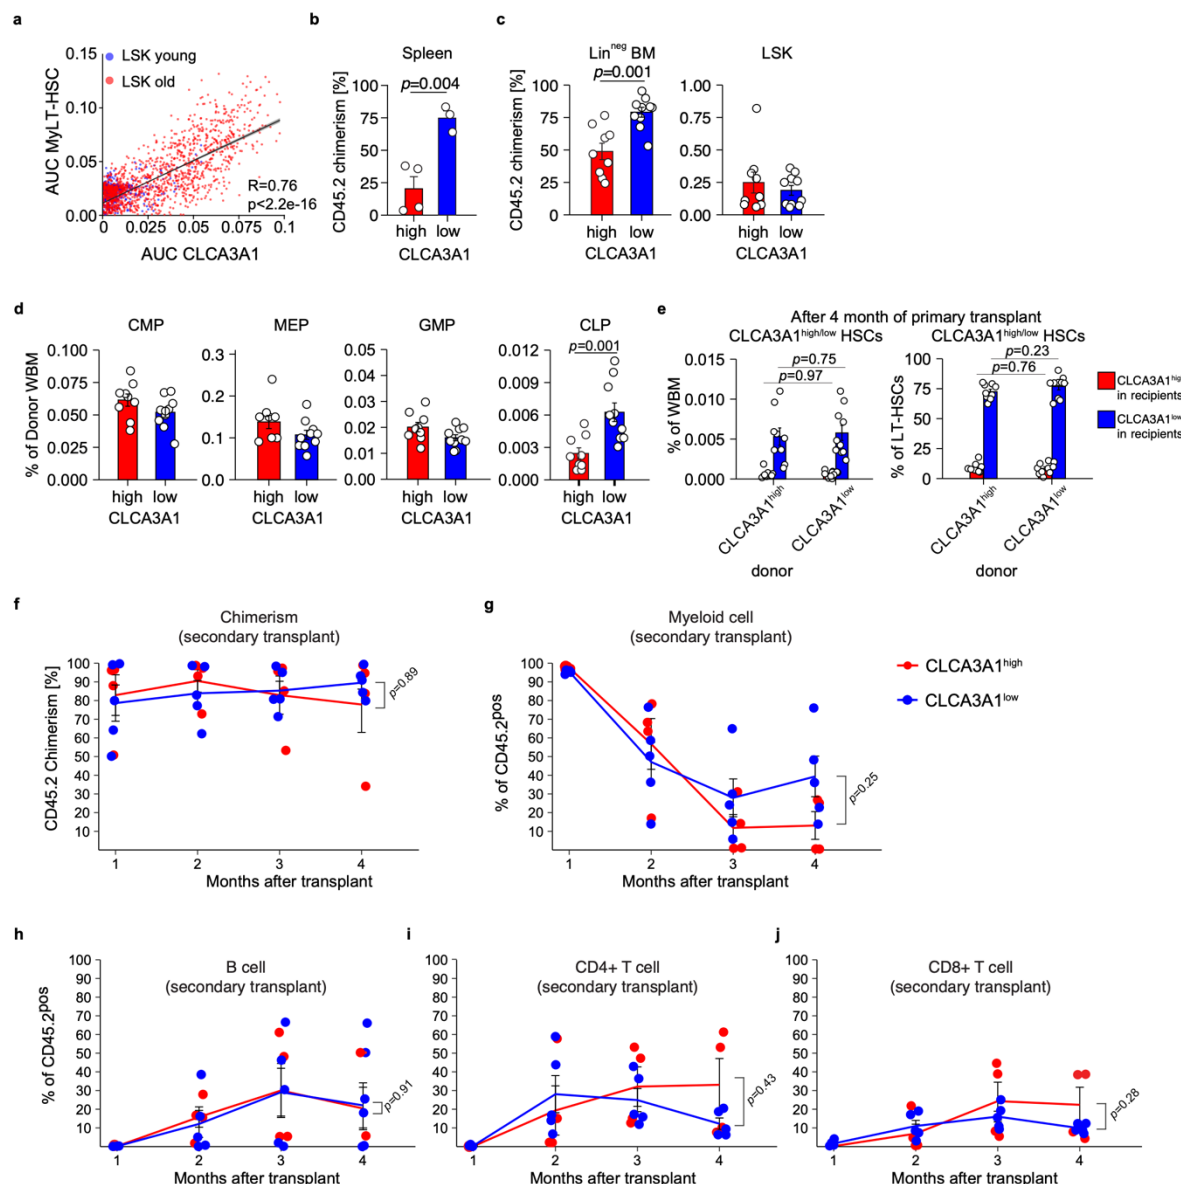

**Supplementary Fig. 5: Clca3a1<sup>high</sup> HSCs show aging phenotypes in primary transplants which get lost in secondary transplants.**

- Scatter plots of Clca3a1<sup>high</sup> gene set activity (AUC scores) plotted against the MyLT-HSC gene set activity ( $R$ =pearson correlation coefficient, linear regression t-test).
- Leukocyte chimerism in the spleen four months after transplantation ( $n=3$  for Clca3a1<sup>low</sup>,  $n=4$  for Clca3a1<sup>high</sup>, one independent transplantation round, two-tailed Welch t-test).
- Chimerism in the BM in the lineage-negative (Lin<sup>neg</sup>) or LSK population four months after transplantation ( $n=10$  for Clca3a1<sup>low</sup>,  $n=9$  for Clca3a1<sup>high</sup>, two independent transplantation rounds, two-tailed Welch t-test).
- Percentage of progenitor populations of whole BM (WBM) within the donor compartment (CD45.2<sup>pos</sup>) four months after transplantation ( $n=10$  for Clca3a1<sup>low</sup>,  $n=9$  for Clca3a1<sup>high</sup>, two independent transplantation rounds, two-tailed Welch t-test). CMP=common myeloid progenitor, MEP=megakaryocyte-erythroid progenitor, GMP=granulocyte-macrophage progenitor, CLP=common lymphoid progenitor.
- Clca3a1<sup>high</sup> frequency on donor-derived LT-HSCs isolated from recipients which were transplanted with Clca3a1<sup>high</sup> and Clca3a1<sup>low</sup> LT-HSCs, respectively. The analysis was performed four months post-transplantation ( $n=10$  for Clca3a1<sup>low</sup>,  $n=9$  for Clca3a1<sup>high</sup>, two independent transplantation rounds, two-tailed Welch t-test).

- f. Secondary transplants from bone marrow cells. Leukocyte chimerism (based on CD45.2 expression) in the peripheral blood over time (n=5 for Clca3a1<sup>low</sup>, n=4 for Clca3a1<sup>high</sup>, two independent transplantation rounds, two-way ANOVA with Tukey HSD post hoc test).
  - g.-j. Percentage of myeloid cells (CD11b<sup>pos</sup>), B cells (B220<sup>pos</sup>) and T cells (CD4<sup>pos</sup> or CD8<sup>pos</sup>, respectively) within the donor compartment (CD45.2<sup>pos</sup>) over time after secondary transplantation (n=5 for Clca3a1<sup>low</sup>, n=4 for Clca3a1<sup>high</sup>, two independent transplantation rounds, two-way ANOVA with Tukey HSD post hoc t test).
- (b.-j.) Data are presented as mean values +/- SEM.  
Source data are provided as a Source Data file.

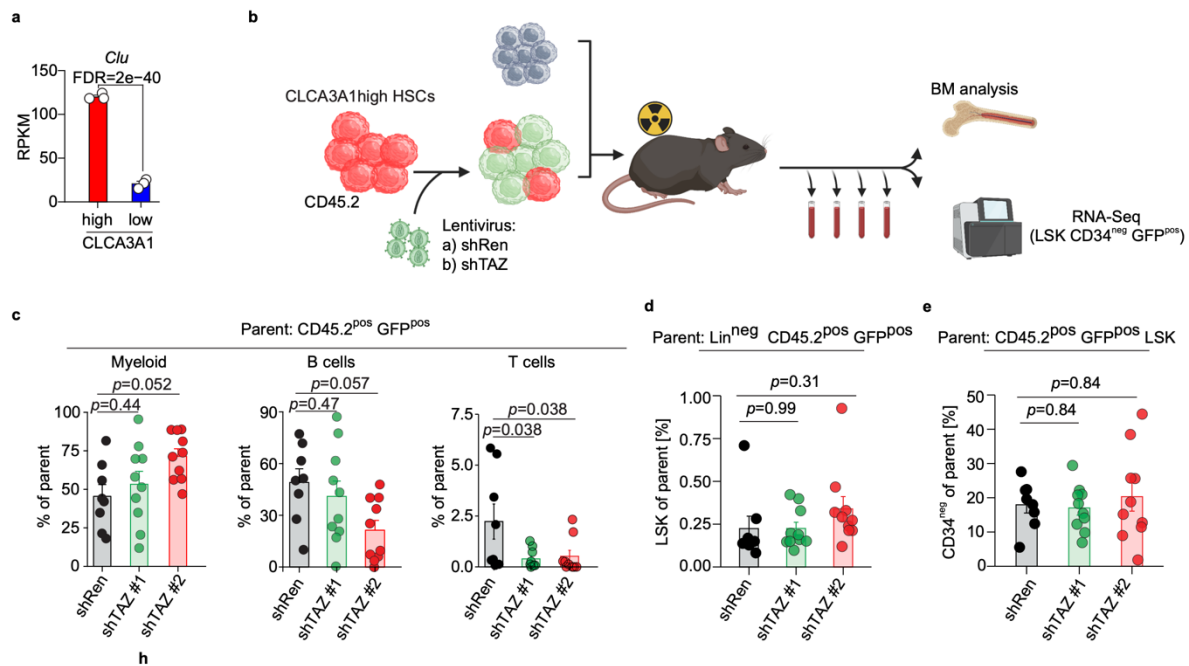

**Supplementary Fig. 6: TAZ depletion leads to mild changes myeloid vs. lymphoid output of Clca3a1<sup>high</sup> HSCs**

- Expression of *Clu* in RNA-Seq data of Clca3a1<sup>high</sup> and Clca3a1<sup>low</sup> LT-HSCs, respectively. (n=3 per group).
- Schematic that describes the experimental approach to deplete Taz in old Clca3a1<sup>high</sup> LT-HSCs. The infection efficiency was determined from cells kept in culture for three days and set to 100% for zero months after transplantation.
- PB analysis four months after transplantation of Clca3a1<sup>high</sup> HSCs transduced with the indicated shRNAs. The cells were gated on CD45.2 GFP<sup>pos</sup> cells and the distribution of the cells is given as percentage of parent cells (shRen: n=8, shTAZ#1: n=10, shTAZ#2: n=10, three independent transplantation rounds, one-way ANOVA with post hoc paired Wilcox-test and Benjamini-Hochberg correction). Data are presented as mean values +/- SEM.
- e. Bar graphs for the percentage of LSK cells (left panel) or CD34<sup>neg</sup> LSK cells (right panel) in BM within the indicated parent gate (shRen: n=8, shTAZ#1: n=10, shTAZ#2: n=10, three independent rounds of transplantation, one-way ANOVA with post hoc paired Wilcox test and Benjamini-Hochberg correction). Data are presented as mean values +/- SEM.  
Source data are provided as a Source Data file.

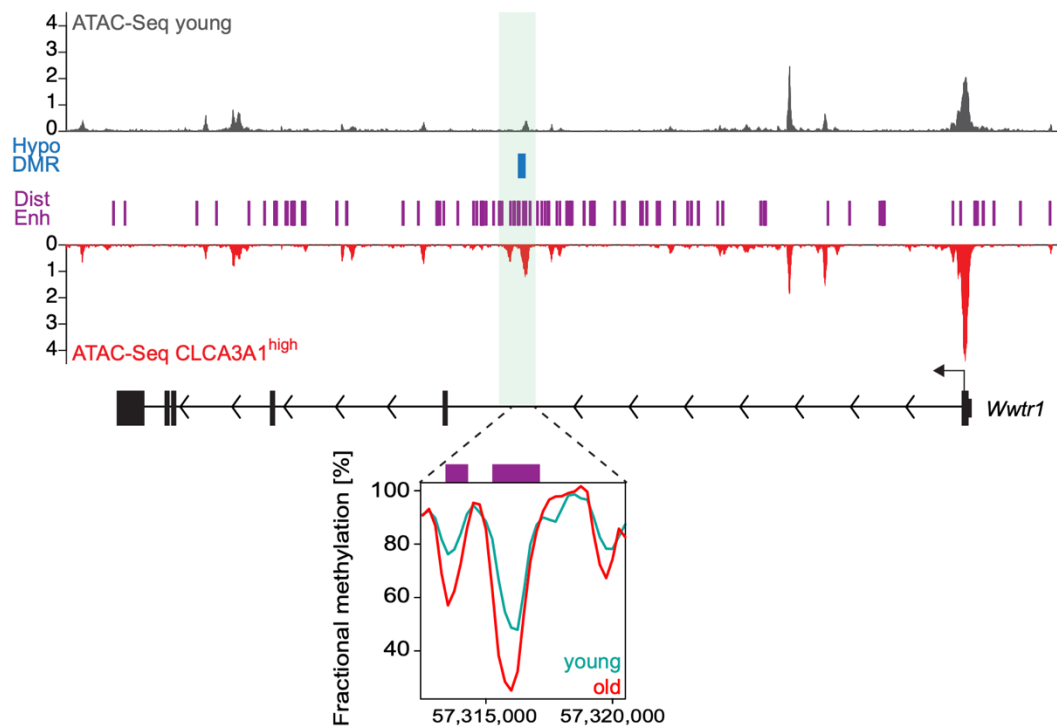

### Supplementary Fig. 7: The Taz (*Wwtr1*) locus becomes hypomethylated during aging

Schematic of the *Wwtr1* locus. Regions demonstrating significant DNA hypomethylation (Hypo DMR) in aging HSCs (GSE47815) are shown in blue. Candidate enhancer regions (Dist Enh; taken from ENCODE) are shown in purple. ATAC-Seq tracks for young (grey) and *Clca3a1*<sup>high</sup> (red) LT-HSCs are plotted. A blow-up of the significantly hypomethylated enhancer region, which also demonstrates increased chromatin accessibility in *Clca3a1*<sup>high</sup> HSCs, and the corresponding fractional DNA methylation is shown below. Source data are provided as a Source Data file.

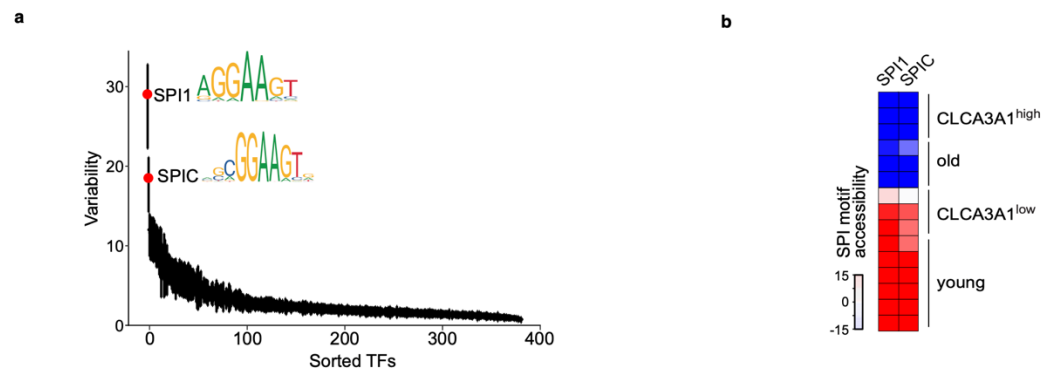

**Supplementary Fig. 8: Chromatin accessibility of SPI1 decreases during HSC aging**

- Motif analysis of the most variable motifs in FAST-ATAC peaks of Clca3a1<sup>high</sup> vs. Clca3a1<sup>low</sup> LT-HSCs, respectively. The top two motifs are highlighted, which all contain variations of the PU-box motif 5'-GAGGAA-3'.
- Accessibility of SPI1 and SPIC motifs in Clca3a1<sup>high</sup>, Clca3a1<sup>low</sup>, oLT-HSCs and yLT-HSCs. Source data are provided as a Source Data file.

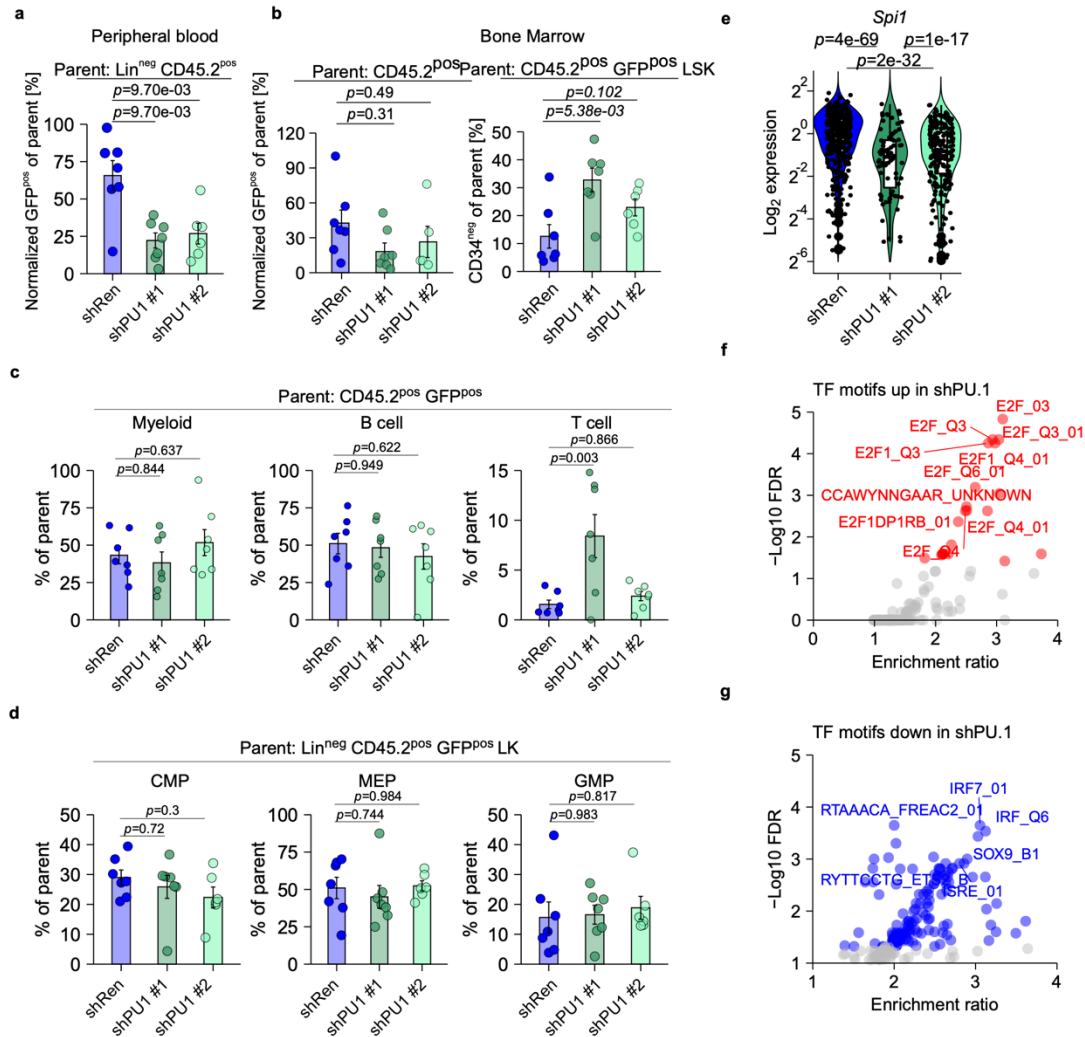

**Supplementary Fig. 9: Peripheral blood, bone marrow and motif analysis in LT-HSCs of shPU.1 transplantation**

- PB analysis after transplantation of yHSCs transduced with the indicated shRNAs. The GFP<sup>pos</sup> population in the donor CD45.2<sup>pos</sup> compartment was analyzed two months post-transplantation (shRen: n=7, shPU1#1: n=7, shPU1#2: n=6, two independent transplantation rounds, one-way ANOVA with post hoc paired Wilcox-test and Benjamini-Hochberg correction).
- BM analysis two months post-transplantation of yHSCs transduced with the indicated shRNAs. The CD34<sup>neg</sup> LSK population in the donor CD45.2<sup>pos</sup> GFP<sup>pos</sup> Lin<sup>neg</sup> compartment was analyzed as percent of LSK (shRen: n=7, shPU1#1: n=7, shPU1#2: n=6, two independent transplantation rounds, one-way ANOVA with post hoc paired Wilcox-test and Benjamini-Hochberg correction).
- Peripheral blood analysis two months post-transplantation of Clca3a1<sup>high</sup> HSCs transduced with the indicated shRNAs. The cells were gated on CD45.2 GFP<sup>pos</sup> cells and the distribution of the cells is given as percentage of parental cells (shRen: n=7, shPU1 #1: n=7, shPU1 #2: n=7, two independent transplantation rounds, one-way ANOVA with post hoc paired Wilcox-test and Benjamini-Hochberg correction).
- Bar graphs for the percentage of CMP, MEP and GMP in the Lin<sup>neg</sup> CD45.2<sup>pos</sup> GFP<sup>pos</sup> bone marrow fraction (shRen: n=7, shTAZ#1: n=7, shTAZ#2: n=6, three independent transplantation rounds, one-way ANOVA with post hoc paired Wilcox-test and Benjamini-Hochberg correction).
- Violin plots of *Spi1* expression in all LSK cells in the different shRNA populations (shRen: n=7, shPU1 #1: n=7, shPU1 #2: n=7, two independent transplantation rounds, one-way ANOVA with post hoc paired Wilcox-test and Benjamini-Hochberg correction). Boxplots: bottom/top of box: 25th/75th percentile; upper whisker: min(max(x), Q<sub>3</sub> + 1.5 \* IQR), lower whisker: max(min(x), Q<sub>1</sub> - 1.5 \* IQR), centre: median

f-g. Overrepresentation motif analysis using Webgestalt for the genes that were differentially expressed in the shPU.1 HSC scRNA-Seq data set (shPU.1 vs. shRen specifically in LT-HSCs). Source data are provided as a Source Data file.

**Supplementary Table 1: Gene sets**

**Supplementary Table 2: Reagents**

**Supplementary Table 3: Oligonucleotides**

# Supplementary material for: Taz protects hematopoietic stem cells from an aging-dependent decrease in PU.1 activity
**Source:** Nat Commun. 2022 Sep 3;13:5187. doi: 10.1038/s41467-022-32970-1
**Supplement:** Supplementary file 2 — Reporting Summary

Last updated by author(s): 2022/07/14

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

BD FACSDiva 8.0.1

Data analysis

R (v4.1.0) r-project.org <https://cran.r-project.org/bin/windows/base/>  
 Ubuntu (v16.04) Ubuntu <https://ubuntu.com>  
 Samtools Samtools <http://www.htslib.org>  
 FastQC (v0.11.5) Babraham Bioinformatics <https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>  
 Bowtie2 (v2.2.9) Bowtie2 <http://bowtie-bio.sourceforge.net/bowtie2/index.shtml>  
 cutadapt (v2.10) Cutadapt <https://cutadapt.readthedocs.io/en/stable/#>  
 edgeR (v3.26.8) Bioconductor <https://bioconductor.org/packages/release/bioc/html/edgeR.html>  
 DESeq2 (v1.36.0) Bioconductor <https://bioconductor.org/packages/release/bioc/html/DESeq2.html>  
 AUCell (v1.6.1) Bioconductor <https://bioconductor.org/packages/release/bioc/html/AUCell.html>  
 chromVAR (v1.6.0) Bioconductor <https://bioconductor.org/packages/release/bioc/html/chromVAR.html>  
 HOMER Homer <http://homer.ucsd.edu/homer/microarray/go.html>  
 Genrich GitHub <https://github.com/jsh58/Genrich>  
 deepTools GitHub <https://github.com/deeptools/deepTools/>  
 CITE-seq-Count (v1.4.0) GitHub <https://github.com/Hoohm/CITE-seq-Count>  
 Cellranger (v3.1.0) 10x Genomics <https://www.10xgenomics.com/>  
 Cellranger-atac (v1.1.0) 10x Genomics <https://www.10xgenomics.com/>  
 ArchR (v1.0.1) <https://www.archrproject.com/>  
 Seurat (v4.0.3) Satija lab <https://satijalab.org/seurat/>  
 SEACR (v1.3) <https://github.com/FredHutch/SEACR>  
 nf-core ATAC pipeline (v1.2.1) <https://nf-co.re/atacseq>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated by Next-generation sequencing were uploaded to the GEO repository with the reference series GSE157464.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes for animal experiments were determined based on previous experiments analyzing similar biological aspects (PMID: 22385964).                                                                                                                                    |
| Data exclusions | Data for transplantation studies included an outlier analysis using the R 'outliers' package. This led to an exclusion of one data point in Fig. 6e T cells for shTAZ#2.                                                                                                    |
| Replication     | All data are derived from biological replicates (different mice). All transplantation data are derived from at least two, mostly three, different rounds of transplantation. All replicates yielded similar results.                                                        |
| Randomization   | The animals were randomly selected to be assigned to an experimental vs. control group.                                                                                                                                                                                     |
| Blinding        | Blinding was not performed since this was logistically not possible: all mice need to be assigned to a dedicated group (experimental vs. control) in our mouse database. Thus, the people performing experiments will inevitably know which mouse received which treatment. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-TER-119 Clone:TER-119 ThermoFisher Scientific 13-5921-82<br>anti-Ly-6G/Ly-6C/Gr1 Clone:RB-8C5 ThermoFisher Scientific 13-5931-82<br>anti-CD45R (B220) Clone:RA-6B2 ThermoFisher Scientific 13-0452-82<br>anti-CD11b Clone:M1/70 ThermoFisher Scientific 13-0112-82 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

anti-CD3 Clone:17A2 ThermoFisher Scientific 13-0032-82  
 anti-CD4 Clone:RM4-5 ThermoFisher Scientific 13-0042-82  
 anti-CD8a Clone:53-6.7 ThermoFisher Scientific 13-0081-82  
 anti-clca3a1 Clone:10.01.01 DSHB 10.1.1  
 APC anti-mouse CD117 (c-kit)- Clone:2B8 Biolegend 105812  
 Streptavidin-eFluor450 Clone: ThermoFisher Scientific 17-4317-82  
 PE-Cy7 anti-mouse Ly-6A/E (Sca1) Clone:D7 ThermoFisher Scientific 25-5981-81  
 PE anti-mouse CD135 (Flt3)- Clone:A2F10 ThermoFisher Scientific 12-1351-82  
 FITC anti-mouse CD34 Clone:RAM34 ThermoFisher Scientific 11-0341-82  
 Brilliant Violet 711™ anti-Syrian Hamster (Secondary) Clone:G192-3 BD Bioscience 745460  
 PE anti-mouse CD45.1 Clone:A20 Biolegend 110708  
 PerCP/Cy5.5 anti-mouse CD45.2 Clone:104 Biolegend 109828  
 APC/Cy7 anti-mouse/human CD11b Clone:M1/70 Biolegend 101226  
 Brilliant Violet 605™ anti-mouse/human CD45R/B220 Clone:RA3-6B2 Biolegend 103243  
 Alexa Fluor® 700 anti-mouse CD4 Clone:L3T4, T4 Biolegend 100536  
 APC anti-mouse CD8a Clone:53-6.7 Biolegend 100712  
 PE/Cy7 anti-mouse Ly-6G/Ly-6C (Gr-1) Clone:RB6-8C5 Biolegend 108416  
 Alexa Fluor® 700 anti-mouse/human CD45R/B220 Clone:RA3-6B2 Biolegend 103232  
 APC anti-mouse CD3 Clone:17A2 Biolegend 100236  
 Alexa Fluor® 700 anti-mouse CD45.1 Clone:A20 Biolegend 110724  
 Brilliant Violet 785™ anti-CD45.2 Clone:104 Biolegend 109839  
 APC/Cy7 anti-mouse CD16/32 Clone:93 Biolegend 101328  
 Brilliant Violet 650™ anti-mouse CD127 Clone:A7R34 Biolegend 135043  
 TotalSeq™-A0203 anti-mouse CD150 (SLAM) Clone:TC15-12F12.2 Biolegend 115945  
 TotalSeq™-A0911 anti-phycoerythrin (PE) Clone:PE001 Biolegend 408109  
 TotalSeq™-A0429 anti-mouse CD48 Clone:HM48-1 Biolegend 103447  
 PE/Cy7 anti-Syrian hamster Abcam ab130807  
 FITC anti-mouse CD11b ThermoFisher Scientific 11-0112-41  
 PE/Cy7 anti-mouse CD150 Biolegend 115913  
 Brilliant Violet 605™ anti-mouse CD127 Biolegend 135025  
 PE anti-CD34 Biolegend 152204  
 PE Ki-67 BD Pharmingen 556027  
 Vinculin (hVIN-1) Sigma-Aldrich #V9131  
 Wwtr1 (V386) Cell Signaling #4883  
 Yap1/Wwtr1 Santa Cruz sc-101199  
 Anti-mouse IgG-HRP Santa Cruz sc-2314  
 Anti-rabbit IgG-HRP Santa Cruz sc-2313

#### Validation

The Clca3a1 antibody was validated by matching its signal with Clca3a1 mRNA expression in the different populations: LT-HSC, ST-HSC and MPP (see also Fig. 2c-e and Supplementary Figure 1).

The other antibodies are all well-established commercially available monoclonal antibodies and were not further validated.

Flow cytometry antibodies were validated by the manufacturer and were used in various publications. Statements of antibody validation can be found on the manufacturer websites along with the relevant references.

Western blot antibodies were tested by the manufacturers in various cell lines, detailed information and western blot pictures are provided on the manufacturers websites:

- Anti-hVIN-1 antibody (#V9131, Sigma Aldrich) was tested in HeLa, COS7, NIH-3T3, RAT2, CHO, MDBK and MDCK cell lines.
- Anti-Wwtr1 (#4883, cell signalling) was tested in HeLa, mouse ESC, NCCIT, F9, E6-5, A431, NIH/3T3, PC12 cells.
- Anti-Yap1/Wwtr1 (sc-101199, Santa Cruz) tested in 293T, HeLa and PC-3 cells.
- Anti-PU.1/Spi1 antibody (Ab227835, Abcam) was used to immunoprecipitated Spi1 from J774A.1 (mouse reticulum cell sarcoma monocyte macrophage) whole cell lysate at 1/30 dilution (2ug in 0.35mg lysates). Western blot was performed on the immunoprecipitate at 1:1000 dilution.
- Anti-GAPDH antibody (Sc-365062, Santa Cruz) Western Blot of GAPDH expression in HeLa, Jurkat, MCF7, A-431 and HL-60 whole cell lysates.

All TotalSeq antibodies (Biolegend) were quality control tested by the manufacturer in immunofluorescent staining and with flow cytometric analysis and the oligomer sequence was confirmed by sequencing.

## Eukaryotic cell lines

### Policy information about cell lines

#### Cell line source(s)

Takara (LentiX cells for lentivirus production)  
 Leif Carlsson, Umea University, Sweden (BM-HPC#5 cells)

|                                                                      |                                                                   |
|----------------------------------------------------------------------|-------------------------------------------------------------------|
| Authentication                                                       | The cell lines were not authenticated.                            |
| Mycoplasma contamination                                             | All cell lines were tested negative for mycoplasma contamination. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | NA                                                                |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                             |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | CD45.2: C57BL/6JRj; Sex: female; age; young(3-5 months) old (22-28 months)<br>CD45.1: LY5.1 (B6.SJL-PtprcaPepcb/BoyCrI ); Sex: female; age:8-12 weeks<br>CD45.1/2: C57BL/6JRj / B6.SJL-PtprcaPepcb/BoyCrI F1: Sex: female; age: 10-20 weeks |
| Wild animals            | This study did not involve wild animals                                                                                                                                                                                                     |
| Field-collected samples | This study did not involve samples collected from the field                                                                                                                                                                                 |
| Ethics oversight        | All animal experiments were performed according to protocols approved by the state government of Thuringia under the animal experiment licenses FLI-17-024 and FLI-19-012.                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | <p>Isolation of primary HSPCs from mouse and flow cytometry and c-Kit enrichment:<br/>Femurs, tibias, hips, humeri and spine were isolated from female C57BL/6JRj mice (Janvier Labs) of various ages and crushed in ice-cold FCM buffer (2% FCS, 1 mM EDTA in PBS). Cells were filtered through a 70 µm cell strainer and subjected to c-kit enrichment using an anti-c-Kit-APC antibody (BioLegend), anti-APC magnetic beads (Miltenyi Biotec) and LS MACS columns (Miltenyi Biotec). c-kit enriched cells were then used for further stainings.</p> <p>Peripheral blood analysis:<br/>Blood samples were collected from the Vena facialis into tubes containing 8 µl of 0.5 M EDTA and stained with fluorophore-conjugated antibodies. Red blood cells were then lysed in 1X BD Pharm Lyse lysing solution (BD Biosciences) for 8-10 min. Cells were washed twice in FCM, resuspended in fresh FCM and filtered through a 40 µm mesh.</p> <p>Bone marrow analysis:<br/>Femurs, tibias, hips, humeri and spine were isolated from female C57BL/6JRj mice (Janvier Labs) of various ages and crushed in ice-cold FCM buffer (2% FCS, 1 mM EDTA in PBS). Cells were filtered through a 70 µm cell strainer and stained with fluorophore-conjugated antibodies.</p> |
| Instrument                | <p>Sorting:<br/>BD FACSAria Fusion cell sorter<br/>BD FACS Melody</p> <p>Analysis:<br/>BD LSR Fortessa</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Software                  | <p>BD FACSDiva 8.0.1<br/>FlowJo 9.9.6<br/>FlowLogic 700.0 A</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Cell population abundance | We determined post-sort purities when pooled samples were collected, except for RNA isolation as samples were directly sorted into lysis buffer. For reanalysis, the sorted samples were removed from the collection tubes for their intended use.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

Afterwards, the collections tubes were briefly rinsed with a small volume of FCM buffer and used for reanalysis.

#### Gating strategy

The gating strategies are given as Supplementary Figures. To identify dead cells in the FSC/SSC population SytoxBlue was added to all samples and based on this, the FSC/SSC was set to exclude dead cells. Isotype controls and/or fluorescence-minus-one (FMO) controls were used to define negative cell populations.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

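Sorted LSK cells of 4 young mice (3 to 5 months) and 4 old mice (22 to 28 months) were profiled by CITE-Seq, with 1 library per age group. The deposited matrix holds the authors' UMI counts per gene and cell, which they made with Cell Ranger and combined over both libraries with its aggregation step. The paper states that this step normalized the libraries, so the depths given here are those after it, and the depth of each library before it is not known here. The cell filter of the methods is not applied in the matrix. The genome build of the alignment is not stated for these libraries, so no coordinates are given. The tag values that the authors deposited are on a log10 scale: 10 to the power of each is a whole number for 100% of the finite values, to within 1e-06. They were made with CITE-seq-Count and cover the antibodies against CD150, CD48 and CLCA3A1 (through PE) and the tags that mapped to none. Of 4685 barcodes with tags, 4573 are in the matrix of 4688 cells. A tag count of 0 has no log10, and was placed below every other value in medians and percentiles. Other experiments of the paper were not analysed here.

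The barcodes carry the suffix 1 or 2 for the library. The paper's text and the sample labels do not pair a suffix with an age, and neither the order of the files nor the values were used to do so. The 7 comparisons of old with young cells that had been fixed before the data were examined were therefore not run. In their place, cells of both ages were pooled and the HSC-like cluster was compared with the other cells, a change made once the barcodes had been seen. The CLCA3A1-high threshold, planned on young cells, was set on the cells of both ages outside the HSC-like cluster. The comparison of Spi1 between CLCA3A1-high and other HSC-like cells was also added then. Values within each library are given as a technical check.

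Cells with under 10% mitochondrial UMIs and over 1500 detected genes were kept (4068 of 4688; 549 cells failed the first limit and 275 the second). They held 71367333 UMIs. The 10th and 90th percentiles of depth were 9907 and 29563 UMIs per cell. Clustering used Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3, with 3000 integration genes, 30 dimensions, genes detected in at least 3 cells, and the lowest resolution in steps of 0.05 that gave 6 clusters (0.3). The paper names an earlier Seurat version, and its resolution is not stated in its methods. The HSC-like cluster was the one with the highest mean over 10 markers of the scaled cluster means, and names of clusters were given only from marker lists fixed beforehand. The neighbouring cluster, by the rule fixed beforehand, is the other cluster with the highest median LT-HSC #1 activity, and this turned out to be the 12 immunoglobulin-led cells of cluster 5. A rule for clusters of at least 50 cells, added after this was seen, gives cluster 1. Both are reported. Doublets were called with scrublet (scanpy 1.11.5) per library at an expected rate of 0.06, which called 5 cells of suffix 1 (0.328%) and 32 of suffix 2 (1.26%). The methods name no doublet removal, so these cells were kept.

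The criteria by which results are compared were in part settled after values had been seen. A share of HSC-like cells with high activity is read against the share of the other cells, where a fixed 50% had been used first, and under that first rule the aLT-Taz share at the highest 2.5% of ranks had counted as a reversal. The tolerance of 0.05 for correlations, the rules for reading the tests on doublets, tag binding and the correlation within the libraries, and the use of pooled cells in place of ages were also settled then.

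Gene set activities followed AUCell with ties in a cell's ranks broken at random with a fixed seed. Symbols were matched exactly after 2 corrections of misread text (Clca3a1 and Wwtr1), which matched 22 of 24 aLT-Taz, 112 of 122 CLCA3A1 high, 159 of 179 aHSC and 26 of 30 MyLT-HSC symbols, and the other sets as given beside their values. The lists are those of the paper's supplementary table as read from its text. Further symbols are misread there and were left out as unmatched, and on later pages its columns shift and were assigned to sets by hand, so genes may be missing from a set or be placed in the wrong one, which bears on every activity. The longer list of TAZ-induced genes was not used here. Genes named are those the paper names for these data, and the 5 with the largest rise and the 5 with the largest fall by log2 ratio of CPM with 10 added, among genes detected in at least 10% of the cells of a group. That rule was fixed for old against young cells and was applied to CLCA3A1-high against other HSC-like cells.

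With 1 library per age, no test across samples was possible and no p-value is given. Ratios of summed counts, shares and medians carry 95% intervals for counting error only. Correlations across cells are descriptive, and a change of over 0.05 was taken as a move. On simulated cells with the real genes and depths, a list of 100 genes raised 4-fold was above the median of unraised cells in 100% of raised cells. An unchanged list in the same cells gave 41.5%, where 50% is no shift. For 50 lists among cells in which nothing was raised, the share averaged 50.6% and ran from 41.5% to 59.5%. No list as short as aLT-Taz was simulated, and as most cells outside the HSC-like cluster have an aLT-Taz activity of 0, its share is read against theirs and not against this range. Of 200 simulated genes with changed ratios, 99.5% were called in the right direction and 93.0% of the intervals held the true ratio, against 96.2% of the intervals of 1000 unchanged genes.

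Alternatives fixed before the data were examined were other numbers of clusters, no integration, clustering without the list genes, a gate on the tags in place of the HSC-like cluster, other cell filters, removal of doublets, thinning of each cell to 9000 UMIs, other shares of ranked genes, uncorrected symbols, a mean z-score in place of AUCell, Spearman's rho, shared genes taken out, the cells of 1 library or of the HSC-like cluster, other CLCA3A1 thresholds and tag scales, TMM scaling with edgeR 4.0.16, shares of cells with a UMI, and other filters and pseudocounts for the genes named. The list genes left out of the clustering were those of the aLT-Taz, CLCA3A1 high and aHSC sets, with Wwtr1, Clca3a1 and Spi1. The other genes of the LT-HSC, ST-HSC, MPP and MyLT-HSC sets were not left out, so that setting does not free their activities from the clustering. The rule for neighbouring clusters of at least 50 cells was added later, as were the thresholds and the tag scale for the Spi1 comparison. Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used. The shPU1 sets were not used here.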

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

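The tests given here, on RNA from other cells and on doublets, were chosen after the result was seen.

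Immunoglobulin genes, which the paper does not report on in these data, took 58.0% of the UMIs of the 12 cells of cluster 5 (57.8% to 58.1%, counting error only), and between 39.3% and 69.3% in single cells. The highest of the 4056 other kept cells had 0.213%. RNA from other cells in the droplets would reach all cells, and the tables argue against it as the source, since the other clusters together held 0.0146% (a share within 10-fold had been required). The tables also argue against doublets of an immunoglobulin-rich cell with an LSK cell as the source of the whole cluster. A Kit or Cd34 UMI was found in 58.3% of its cells (27.7% to 84.8%), and in 90.5% (88.9% to 92.0%) of the HSC-like cluster, where this share was lowest among the other clusters. The 7 cells with such a UMI cannot be told apart from doublets by these values. Kit, at 11 UMIs, stood at 19.6% of its level in the other cells (9.80% to 35.2%) and Cd34 at 9.14% (5.23% to 14.9%), where 25% had been set for doublets, but immunoglobulin UMIs dilute these levels. None of the 12 cells was called a doublet by scrublet. Cells of this kind may have passed the sort in small number, but this was not tested. Jchain, Mzb1 and Sdc1 were also higher in cluster 5, at 6910, 1202 and 209 CPM. In the other clusters they stood at 0.733, 0.282 and 8.34 CPM. No marker list fixed beforehand was made for immunoglobulin-rich cells, so the cluster was given no cell type name. As the ages of the cells are not assigned, no explanation by age was tested.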

How the results depend on the processing

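The neighbouring cluster of at least 50 cells, and the thresholds and the tag scale for Spi1 in CLCA3A1-high over other HSC-like cells, were chosen after the results were seen. No paired analysis was possible because each age has 1 library and both carry replicate number 1. The setting planned for 8 clusters gave 9, as no resolution tried gave 8, and clustering without the list genes gave 8 where 6 were sought. The alternatives on age were not run, since ages are not assigned to cells.

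Of 259 values under alternatives, 130 stayed within the main interval or within 0.05 for correlations, 125 moved with the same direction, and 4 reversed. Some of the 130 could not have moved, so their number overstates the stability. The symbol corrections change no gene of the LT-HSC, ST-HSC and MPP sets, and LT-HSC #1 and ST-HSC share no gene to take out. For ratios of counts, thinning changes nothing on average where the groups of cells stay the same. The reversals all concern Spi1 in the HSC-like cluster over the neighbouring cluster, which was 4.44 (2.34 to 9.74) by the planned rule and rests on 9 Spi1 UMIs in 12 cells. No other result reversed under the alternatives run for it. The ratio of Wwtr1 lay between 5.10 and 32.1, r for aHSC between 0.622 and 0.949, and r for MyLT-HSC between 0.266 and 0.882. The HSC-like cluster shared 46.1% of the main HSC-like cells without integration, 50.9% with 9 clusters, and 71.1% or more under the other clusterings.

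Some results are given by their range over the alternatives, all in the direction of the main value. Clca3a1 in the HSC-like cluster over the other clusters (11.7) lay between 5.64 and 34.2. In the tag gate over other cells, Cd34 (0.194) lay between 0.192 and 0.363 over the alternatives that used both libraries, and Flt3 (0.0349) between 0.0315 and 0.0929. Within the libraries of suffix 1 and 2, Cd34 was 0.380 and 0.0983, and Flt3 was 0.0634 and 0.0172. LT-HSC #1 activity had correlations between -0.780 and -0.503 with ST-HSC, between -0.537 and -0.209 with MPP, and between 0.741 and 0.892 with LT-HSC #2, and that of ST-HSC with MPP lay between 0.236 and 0.504.

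For the other results, the values that moved or reversed follow by setting. The cause was not tested for any value that moved. Differences and ratios are for the HSC-like cluster against the clusters named, the share of a gene set is the percentage of HSC-like cells with an activity above the median of the other cells, and r is with CLCA3A1 high activity. With 9 clusters, the share of cells that are HSC-like was 17.5%, the CD150 tag difference was 2.01, the CD48 tag difference was -1.05, the CLCA3A1 tag difference was 1.27 and the CLCA3A1-high share was 65.5%. The aLT-Taz share was 81.4%, the CLCA3A1 high share was 100%, Spi1 over the other clusters was 0.484, Spi1 over the neighbouring cluster was 0.465 (reversed) and Spi1 in CLCA3A1-high over other HSC-like cells was 0.803. Without integration of the libraries, the share of cells that are HSC-like was 16.1%, the CD150 tag difference was 1.97, the CD48 tag difference was -1.10, the CLCA3A1 tag difference was 1.29 and the CLCA3A1-high share was 70.0%. The aLT-Taz share was 85.5%, the CLCA3A1 high share was 99.4%, the LT-HSC #1 share was 99.7%, Spi1 over the other clusters was 0.484 and Spi1 over the neighbouring cluster was 0.677 (reversed). Spi1 in CLCA3A1-high over other HSC-like cells was 0.799. With the list genes left out of the clustering, Spi1 over the neighbouring cluster was 0.665 (reversed). With no filter on cells, the share of cells that are HSC-like was 27.9%, the CD48 tag difference was -0.923, the CLCA3A1-high share was 40.6%, the aLT-Taz share was 62.8% and the CLCA3A1 high share was 96.1%. The LT-HSC #1 share was 97.2%. With the stricter cell filter, the share of cells that are HSC-like was 7.53%, the CD150 tag difference was 1.97, the CD48 tag difference was -1.23, the CLCA3A1 tag difference was 1.27 and Wwtr1 over the other clusters was 32.1. The CLCA3A1-high share was 64.3%, the aLT-Taz share was 82.1%, the CLCA3A1 high share was 100%, the LT-HSC #1 share was 100% and Spi1 over the other clusters was 0.690. Spi1 in CLCA3A1-high over other HSC-like cells was 0.868, r for LT-HSC #2 was 0.700 and r for MyLT-HSC was 0.725. With called doublets removed, the share of cells that are HSC-like was 30.9%, the CD150 tag difference was 1.87, the CLCA3A1-high share was 54.2%, the aLT-Taz share was 62.4% and Spi1 over the other clusters was 0.594. With cells thinned to 9000 UMIs, the CLCA3A1 high share was 96.1%, the LT-HSC #1 share was 97.0% and Spi1 over the neighbouring cluster was 10.5. On the centred log ratio of tags, the CD150 tag difference was 1.09, the CD48 tag difference was -1.50, the CLCA3A1 tag difference was 0.472, the CLCA3A1-high share was 35.4% and Spi1 in CLCA3A1-high over other HSC-like cells was 0.675. With the tag gate in place of the cluster, the comparison was with all cells outside the gate, which include most HSC-like cells. The CLCA3A1-high cutoff was set again on those cells, so that share is not at the cutoff of 99 tags. In this setting the CLCA3A1 tag difference was 1.11, Wwtr1 over the cells outside was 5.10 and the CLCA3A1-high share was 29.4%. The aLT-Taz share was 70.8%, the LT-HSC #1 share was 94.1% and Spi1 over the cells outside was 0.567. With TMM scaling, Spi1 over the neighbouring cluster was 1.71. By the share of cells with a UMI, Spi1 over the other clusters was 0.726 and Spi1 in CLCA3A1-high over other HSC-like cells was 0.687. At the 90th percentile threshold, the CLCA3A1-high share was 57.2%. At the 99th percentile threshold, the CLCA3A1-high share was 20.5%. With the highest 2.5% of ranks, the aLT-Taz share was 31.1%, the CLCA3A1 high share was 94.3%, the LT-HSC #1 share was 97.1%, r for LT-HSC #1 was 0.708 and r for LT-HSC #2 was 0.708. The r for MyLT-HSC was 0.626. With the highest 10% of ranks, the aLT-Taz share was 84.1%, the CLCA3A1 high share was 98.9%, the LT-HSC #1 share was 99.8%, r for LT-HSC #1 was 0.863 and r for MyLT-HSC was 0.857. With symbols left uncorrected, the aLT-Taz share was 54.5%. With a mean z-score as the activity, the aLT-Taz share was 87.7%, the CLCA3A1 high share was 98.2%, the LT-HSC #1 share was 99.6%, r for LT-HSC #2 was 0.839 and r for MyLT-HSC was 0.882. With at least 50 cells in the neighbouring cluster, Spi1 over the neighbouring cluster was 0.595 (reversed). With Spearman's rho, r for LT-HSC #1 was 0.754, r for LT-HSC #2 was 0.680, r for aHSC was 0.797 and r for MyLT-HSC was 0.522. Without the shared genes, r for LT-HSC #1 was 0.608, r for LT-HSC #2 was 0.632, r for aHSC was 0.776 and r for MyLT-HSC was 0.282. Within the library of suffix 1, r for LT-HSC #1 was 0.696, r for LT-HSC #2 was 0.620, r for aHSC was 0.622 and r for MyLT-HSC was 0.266. Within the HSC-like cluster, r for LT-HSC #1 was 0.675 and r for LT-HSC #2 was 0.588.

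Some values rest on few cells or UMIs. Under the stricter filter 28 HSC-like cells were left, and the interval of the Wwtr1 ratio ran from 11.8 to 91.9. Spi1 in CLCA3A1-high over other HSC-like cells was not distinguishable from 1 there (0.427 to 1.87).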

Differences from the paper's values

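The tolerance of 0.05 was chosen after the values were seen. A tolerance from the spread of the 2 libraries, used first and dropped because the libraries are not replicates, would have listed no difference.

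The correlation of CLCA3A1 high and LT-HSC #1 activity was 0.811 here, and the paper's value is about 0.76 in Fig. 2o, read by eye. Among the alternatives set before the data were examined, the value lies within 0.05 of the paper's with no cell filter (0.799), with the stricter cell filter (0.761), with cells thinned to 9000 UMIs (0.797) and with Spearman's rho (0.754). It lies farther away with doublets removed (0.810), with 2.5% (0.708) or 10% (0.863) of ranks, with uncorrected symbols (0.812), with a mean z-score (0.816), without the shared genes (0.608), within the libraries of suffix 1 (0.696) and suffix 2 (0.814), and within the HSC-like cluster (0.675). The paper tested its coefficients over cells, and none was tested here. The other coefficients compared (LT-HSC #2, aHSC and MyLT-HSC) lay within the tolerance.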

Other observations

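The test of a difference between the libraries for the correlation of CLCA3A1 high and aHSC activity was chosen after the result was seen, as were the comparisons of Spi1 in pooled cells, the threshold and tag scale alternatives for it, and the rules for reading the tests on tag binding and within libraries.

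The libraries differed within the HSC-like cluster, and which of them is the young one is not known here. It held 27.1% of the kept cells of suffix 1 (24.9% to 29.4%) and 38.6% of those of suffix 2 (36.7% to 40.5%). Of its cells, 1.94% of suffix 1 and 70.2% of suffix 2 had an aHSC activity above the median of all HSC-like cells, and for CLCA3A1 high activity the shares were 7.51% and 67.9%. Wwtr1 stood at 3.37 CPM and 22.5 CPM, Clca3a1 at 7.11 CPM and 73.3 CPM, and Spi1 at 132 CPM and 81.3 CPM. In cluster 1, Spi1 stood at 160 CPM (150 to 169) and 163 CPM (155 to 171). Without integration, 96.2% of the cells of the HSC-like cluster were of suffix 2.

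Spi1 in the HSC-like cluster was at 0.630 of its level in the other clusters (0.598 to 0.663), with 0.909 (0.837 to 0.987) and 0.517 (0.483 to 0.552) within the libraries of suffix 1 and 2. Over cluster 1 the ratio was 0.595 (0.560 to 0.632), and over the 12 cells of cluster 5 it was 4.44 (2.34 to 9.74). Immunoglobulin UMIs dilute Spi1 in cluster 5 as they do Kit and Cd34, and with TMM scaling this last ratio was 1.71.

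Within the HSC-like cluster, Spi1 in CLCA3A1-high cells was at 0.599 of its level in the other cells with tags (0.544 to 0.660). The tables argue against a difference between the libraries as the whole cause, since the ratio was 0.679 (0.529 to 0.861) in suffix 1 and 0.688 (0.606 to 0.781) in suffix 2. They also argue against cells that bind every tag as the whole cause: with groups by the CLCA3A1 tag relative to the other tags of the cell, over both libraries, it was 0.675 (0.606 to 0.752), and median CD48 was not raised in CLCA3A1-high cells, at 156 against 187 tags in suffix 1 and 34 against 38 in suffix 2. The tags that mapped to no antibody were more numerous in CLCA3A1-high cells, at 48.0 against 28 and 40 against 13, with a Spearman rho of 0.461 and 0.764 with the CLCA3A1 tag in HSC-like cells of suffix 1 and 2. Median CD150 was also higher in them, at 450 against 31.0 tags in suffix 1 and 736 against 91.5 in suffix 2. A higher binding of tags other than CD48 therefore stays open. Depth cannot be told apart from the split by the test made. Among thinned cells the ratio was 0.580 (0.511 to 0.658), but thinning leaves a ratio of counts over total UMIs unchanged on average, so it could not have come out otherwise. The median depths were 13831 and 11602 UMIs. As each library is of 1 age, the values within the libraries argue against age as the whole cause in the same way. A difference in stem cell state within the cluster was not tested and stays open. Cd34 was lower in CLCA3A1-high cells, at 180 against 317 CPM in suffix 1 and 59.2 against 101 CPM in suffix 2. Procr differed little, with ratios of 1.02 and 0.973. With smaller HSC-like clusters, from 9 clusters or without integration, the Spi1 ratio was 0.803 and 0.799.

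The 5 genes with the largest rise in CLCA3A1-high over other HSC-like cells were Clu, Clca3a1, Vwf, Nupr1 and Ramp2, with log2 ratios (10 CPM added) of 2.21, 2.11, 1.82, 1.77 and 1.74. The 5 with the largest fall were Wfdc17, Flt3, Cd52, Rnase6 and Shisa8, with log2 ratios of -2.07, -1.77, -1.72, -1.63 and -1.59. Each of these 10 changed in the same direction within both libraries, but on this scale by less than in the pooled cells, where 617 of 671 CLCA3A1-high and 342 of 682 other cells are of suffix 2. In suffix 1 the rises were 1.34, 1.76, 1.52, 1.46 and 0.83 in the order given, and in suffix 2 they were 1.69, 1.58, 1.42, 0.98 and 1.07. The falls were -1.51, -1.46, -1.21, -0.89 and -0.71 in suffix 1 and -0.47, -0.70, -0.92, -1.33 and -1.10 in suffix 2. The order of the genes thus differs between the libraries. Without the 10 CPM added, the ratio was larger in suffix 1 than in the pooled cells for Clca3a1, at 12.7 (6.11 to 28.5) against 6.79 (5.56 to 8.37), and for Nupr1, at 3.91 (2.64 to 5.76) against 3.65 (3.39 to 3.94). All those that rose are in the aHSC list, so their rise is not independent of the activities of the lists. With no detection filter 10 of them were named again, and with a pseudocount of 1 or 50 CPM, 5 and 3.

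The correlation of CLCA3A1 high and aHSC activity was weighed against explanations other than a common programme. Without the shared genes r was 0.776, and among thinned cells it was 0.921, so neither shared genes nor depth accounts for it alone. Of 10000 random lists, 100% gave a lower r (their central 95% ran from -0.360 to 0.191), but they were not matched on the difference between clusters. Within the HSC-like cluster r was 0.634 in suffix 1 and 0.887 in suffix 2, and over all cells of a library 0.622 and 0.943. These values keep the 43 shared genes, which alone can make r positive in any set of cells. They therefore cannot tell whether the difference between clusters or libraries, and so ages, accounts for the rest of the correlation. A common programme in these cells is a hypothesis found and tested on the same data.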
